# Gα_12_ overexpression in hepatocytes by ER stress exacerbates acute liver injury via ROCK1-mediated miR-15a and ALOX12 dysregulation

**DOI:** 10.7150/thno.67722

**Published:** 2022-01-09

**Authors:** Jihoon Tak, Yun Seok Kim, Tae Hyun Kim, Gil-Chun Park, Shin Hwang, Sang Geon Kim

**Keywords:** Gα_12_, acetaminophen-induced liver injury, miR-15a, ALOX12, GPX4

## Abstract

**Rationale:** Liver injury must be further characterized to identify novel therapeutic approaches. Endoplasmic reticulum (ER) stress may cause hepatocyte death. Gα_12_ affects cell viability and its expression varies depending on physiological conditions. This study investigated whether hepatocyte-specific Gα_12_ overexpression affects acute liver injury, and if so, what the underlying mechanisms and treatment strategies are.

**Methods:** All experiments were performed using human liver, hepatocytes, and toxicant injury models with *Gna12* KO and/or hepatocyte-specific Gα_12_ overexpression. RNA-sequencing, immunoblotting, immunohistochemistry, reporter assays, and mutation assays were conducted.

**Results:** Hepatic Gα_12_ was overexpressed in mice challenged with acetaminophen or other ER stress inducers or in patients with acute liver injury or fibrosis/cirrhosis. Several Gα_12_ and ER-associated pathways were identified using transcriptomic analysis. Acetaminophen intoxication was characterized by lipid peroxide-induced ferroptosis and was less severe in Gα_12_-deficient animals and cells. Conversely, Gα_12_ overexpression in wild-type or *Gna12* KO hepatocytes increased hepatotoxicity, promoting lipid peroxidation, inflammation, and ferroptosis. IRE1α-dependent Xbp1 transactivated *Gna12*. Moreover, Gα_12_ overexpression enhanced the ability of acetaminophen to induce ALOX12, while downregulating GPX4. The level of miR-15a, herein identified as an ALOX12 inhibitor, was decreased. siRNA knockdown or pharmacological inhibition of ROCK1 prevented dysregulation of ALOX12 and GPX4, rescuing animals from toxicant-induced ferroptosis. These changes or correlations among the targets were confirmed in human liver specimens and datasets of livers exposed to other injurious medications.

**Conclusions:** Gα_12_ overexpression by ER stress facilitates hepatocyte ferroptosis through ROCK1-mediated dysregulation of ALOX12, and miR-15a, supporting the concept that inhibition of Gα_12_ overexpression and/or ROCK1 axis may constitute a promising strategy for acute liver injury.

## Introduction

Despite individual variabilities, the mortality rate of patients admitted to hospitals due to drug-induced liver injury is significant (~10%). Hepatotoxicants, herbal medicines, and the metabolites from some medications predispose patients to severe liver toxicity, particularly when they present preexisting conditions such as alcoholic liver disease, cirrhosis, cholestasis, or energy deficiency. Moreover, acetaminophen (APAP) hepatotoxicity, which accounts for ~50% of acute liver failure occurrences in Western societies, is a major cause of acute liver injury, and other toxicants also cause extensive liver damage, which may lead to uncontrolled liver injury 1, 2. Given the public concern regarding drug/toxicant intoxications, many efforts have been made to understand the basis of acute liver injury, as well as to identify potential treatment agents.

Gα_12_ converges signals from G-protein-coupled receptors and its expression varies depending on physiological conditions. Moreover, Gα_12_ may play cell type-specific roles in different pathologies by amplifying or inhibiting receptor signals depending on their expression level. Gα_12_ regulates SIRT1-dependent mitochondrial respiration, and thus its overexpression contributes to mitochondrial fuel oxidation. In our other studies, phosphorylated JNK levels in macrophages and palmitate-induced apoptosis were diminished in deficient of Gα_12_ 3, 4. Due to the divergent roles of Gα_12_ in energy metabolism and different cell type-specific behaviors, we sought to investigate whether the Gα_12_ signaling axis exerts a deleterious or protective effect on acute liver injury using mouse models.

Endoplasmic reticulum (ER) stress occurs due to an accumulation of unfolded or misfolded proteins in the ER. A cascade of events may be activated if the aforementioned ER stress exceeds the ER folding capacity, thus resulting in irreversible damage or cell death 5, 6. Therefore, developing effective strategies to manage ER stress is a key step to control hepatitis development or the progression of different fibrosis stages 7, 8. Despite the contribution of ER stress in the development of injurious liver diseases, the molecular mechanisms of ER stress regulation in hepatocytes, particularly during the progression of acute liver injury, have not been fully elucidated.

Ferroptosis is characterized by excessive production of lipid peroxides mediated by iron catalysis and is distinct from apoptosis, necroptosis, and pyroptosis. Also, it occurs when intracellular glutathione peroxidase 4 (GPX4) is inhibited by a lowered GSH level 9. Inhibition of GPX4 causes the accumulation of lipid peroxides derived from polyunsaturated fatty acid-containing phospholipids, triggering cell membrane damage and eventually cell death in the absence of specific effector molecules 10. Lipid peroxides are normally removed by cellular sulfhydryls, which convert them to lipid alcohols. Thus, depletion of glutathione promotes toxicant-induced liver injury. Moreover, ferroptosis has been implicated in other pathological processes including neurodegenerative disease, cancer, and kidney diseases 11, 12. Nonetheless, the regulators responsible for ferroptosis in hepatocytes should be further characterized in the context of identifying novel treatment approaches.

Given the importance of ferroptosis in cell fate determination and the role of hepatocytes as a major cell type for iron storage, this study focused on the effect of the Gα_12_ pathway on acute liver injury in the context of ferroptosis. Here, we report that ER stress triggers Gα_12_ overexpression, which then facilitates the production of lipid peroxides for ferroptosis through the induction of ALOX12, as mediated by miR-15a dysregulation. Further, we sought to identify new strategies for the treatment of hepatic intoxication. Specifically, we propose that pharmacological inhibition or siRNA-induced knockdown of ROCK1 may effectively prevent ferroptosis downstream from Gα_12_. To confirm the effects of liver-specific Gα_12_ overexpression, we utilized a lentiviral albumin-Gα_12_ (Lv-Alb-Gα_12_) delivery system in WT or *Gna12* KO animals subjected to APAP challenge and found more severe hepatic injuries and inflammatory responses. Finally, the alterations in the levels of the targets discovered in this study were corroborated using liver specimens from patients with acute liver injury or fibrosis/cirrhosis, thus highlighting the potential applications of the Gα_12_-ROCK1 axis for the treatment of liver injury, and the resulting fibrosis and cirrhosis in humans.

## Materials and methods

Additional details of the materials and experimental protocols are available in the Supplementary Materials and Methods.

### Animal models and experiments

The mice were housed in a 12 h light/dark cycle and relative humidity of 50% ± 5% under filtered, pathogen-free air, with food and water available *ad libitum*. Details of the generation of the *Gna12* KO mice used in this study have been described previously 13. Male mice at 8 to 12 weeks of age, unless otherwise indicated, were used. To minimize environmental differences, mice were maintained for at least a week before each experiment. For the acute liver injury model, male C57BL/6 mice were fasted overnight prior to a single dose of APAP treatment (300 mg/kg BW, i.p.), and the liver and blood samples were obtained 6 h afterward; In this experiment, we chose a 6 h time point because APAP treatment at the above dose results in increases of serum ALT activities up to 24 h, which peaked at 6 h post-treatment 14. The sampling protocol was applied in *Gna12* KO mice and their age-matched WT littermates. Where indicated, mice were given an injection of ferrostatin-1 (1 mg/kg BW, i.p.) 1 h before APAP treatment. Carbon tetrachloride (CCl_4_, 0.5 mL/kg BW, 1:20 in corn oil, i.p.) was injected twice a week for the indicated time period (2 or 6 weeks) for another liver injury model. Separately, male C57BL/6 mice were fasted overnight before a single dose of BSO treatment (1 g/kg BW, i.p.), and tissue and blood samples were obtained 6 h later. To induce ER stress, male C57BL/6 mice were injected with a single dose of tunicamycin (Tm; 2 mg/kg, i.p.) and were subjected to analyses 72 h afterward. For an *in vivo* rescue experiment, male C57BL/6 mice were fasted overnight and treated with a single dose of APAP (300 mg/kg BW, i.p.). After 1 h, the mice were exposed to ripasudil (50 mg/kg BW, i.p.) and tissue samples were obtained 5 h afterward.

### Statistical analyses

Statistical significance was tested via two-tailed Student's t-tests, Mann-Whitney U test, or one-way ANOVA coupled with Bonferroni's method, Tukey's honestly significant difference test, or the least significant difference multiple comparison procedure, where appropriate. Coefficients of correlation (r) were determined via the Pearson correlation method. Differences were considered significant at *P* < 0.05. Statistical analyses were performed using IBM SPSS Statistics 26 software or Prism version 8.0 (GraphPad Software).

### Study approval

All animal studies were approved by the institutional review board of the Seoul National University and conducted under the guidelines of the Institutional Animal Care and Use Committee (IACUC) at Seoul National University. Human liver samples were obtained from donors and recipients undergoing liver transplantation from 2011 to 2020 after histologic examination and ultrasonography at Asan Medical Center (Seoul, South Korea) (IRB no. 2021-0839). All patients in this study provided written informed consent, and the study was approved by the institutional review board of Asan Medical Center.

## Results

### Association between Gα_12_ overexpression and ER stress in response to APAP toxicity

To examine the gene pathways affected by liver intoxication, we first performed RNA-sequencing (RNA-seq) analysis using liver tissues of mice treated with an excessive dose of APAP (300 mg/kg BW, i.p.) and found that APAP treatment induced a marked shift in the transcriptional profile (Figure 1A, left). Specifically, a total of 382 genes were significantly upregulated, whereas 161 genes were downregulated (Figure 1A, right). Moreover, a significant proportion of dysregulated genes were associated with the 'GPCR pathway', which was ranked within the top 25 most enriched gene sets in APAP-treated mice compared to controls (Figure 1B, left). 

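Liver RNA was sequenced from 12 male mice, with 3 mice in each of 4 groups: WT mice given vehicle, WT mice given APAP, mice labelled *Gna12* KO given vehicle and mice labelled *Gna12* KO given APAP. APAP is acetaminophen, a painkiller that injures the liver when overdosed, and it was injected once at 300 mg/kg, with the livers taken after 6 h. The sample labels give an age of 10 to 12 weeks, and the paper's methods give 8 to 12 weeks. The libraries were made from poly-A RNA, and the authors deposited the number of reads on each gene of the mouse mm10 genome in each liver, without normalization, beside their FPKM and TPM values. The reads counted on genes ranged from 51555281 to 53487025 per liver (median 51997395) in WT mice given vehicle and from 62593040 to 69566079 (median 67161255) in WT mice given APAP. They ranged from 49737950 to 53220893 (median 51272511) in mice labelled KO given vehicle and from 50422393 to 63817176 (median 57815947) in mice labelled KO given APAP. *Gna12*, the gene targeted in the KO mice, was counted 3550, 1659 and 3172 times in the WT vehicle livers (replicates 1 to 3), 1193, 4373 and 3178 times in the WT APAP livers, 4003, 3422 and 2472 times in the vehicle livers labelled KO, and 2489, 3023 and 3248 times in the APAP livers labelled KO. Since these counts were not lower under the KO label, the libraries are named by their labels throughout. Counts were scaled by edgeR's TMM method, and genes were tested with edgeR's quasi-likelihood test on only the 2 groups compared, after edgeR's filterByExpr filter on low counts; the choice of test, filter and scaling changes how many genes pass. On the log2 CPM values of the 500 most variable genes, the first principal component held 51.1% of the variance. The distance between a WT APAP liver and a WT vehicle liver averaged 102.7 (range 96.9 to 108.6 over 9 pairs), against 67.2 within the WT vehicle livers and 61.5 within the WT APAP livers. No test was made of this separation, since 3 livers against 3 cannot give an exact p-value under 0.1. WT APAP replicate 1 and WT vehicle replicate 2 stood apart from their groups on the second component, which held 8.9% of the variance.

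**Figure D1:**
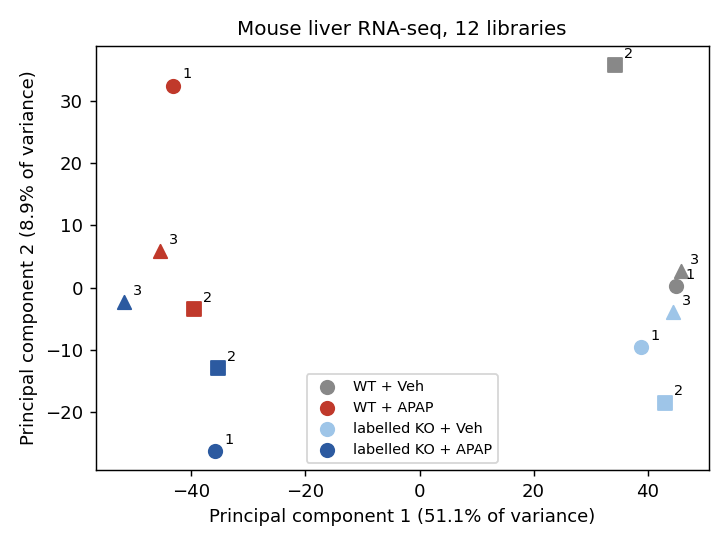
First and second principal component of log2 CPM over the 500 most variable genes, 1 point per liver, with the color giving the group and the number the replicate. The 6 vehicle livers lie between 34.3 and 45.8 on the first component and the 6 APAP livers between -51.9 and -35.4, whatever the genotype label.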

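In WT mice, 15693 genes were tested between 3 APAP livers and 3 vehicle livers. With the Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 255 genes were higher and 67 lower after APAP at an adjusted p-value under 0.05. By the paper's own criteria, an unadjusted p-value under 0.05 and an absolute fold change of at least 1.5, 1496 genes were higher and 845 lower. Chance alone gives 785 genes with an unadjusted p-value under 0.05, and 2817 were found. The groups did not overlap for 24.8% of the genes, where 10% would do so by chance. The alternatives that moved the adjusted counts most were all 12 livers in one fit and the paper's scale. The first gave 968 higher and 555 lower, and the second 0 in either direction. The paper's scale here means quantile-normalized log2(TPM + 1) with an unmoderated test per gene. The paper names the logarithm and the quantile normalization but no added constant, so the + 1 was chosen here. With 1 liver left out at a time, the genes higher at an adjusted p-value under 0.05 ranged from 41 (without WT vehicle replicate 3) to 316 (without WT APAP replicate 2). *Sprr1a* (gene ID 20753, chromosome 3 from 92483954 to 92485881) had 0 counts in each WT vehicle liver and 288 to 3960 after APAP, at least 504-fold higher (edgeR's adjusted p = 0.0253, and up to 0.109 with 1 liver left out). *Gm8818*, a pseudogene on chromosome 1 whose reads can be shared with similar genes, was at least 73.6-fold higher, and *Tnfaip6* on chromosome 2 was also higher (edgeR's adjusted p = 0.00659). Among the genes that fell, *Usp2* (gene ID 53376, chromosome 9 from 44067021 to 44095627) went from 58.8 ± 29.7 CPM (SD, n = 3) to 9.74 ± 4.03 CPM, a log2 fold change of -2.59 (standard error 0.48, adjusted p = 0.0433 from edgeR's quasi-likelihood test). The noncoding RNA *C730036E19Rik* on chromosome 1 had a log2 fold change of -2.43 (standard error 0.33) and *Tk1* on chromosome 11 one of -2.21 (standard error 0.38).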

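The gene set of Figure 1B was not used here, and a list of 44 genes of G protein-coupled receptor signaling, written before the data were examined, stood in for it. Of its 43 tested genes, 23 were higher and 20 lower in WT APAP livers than in WT vehicle livers, with a median log2 fold change of 0.06. By camera, a competitive test of limma with the inter-gene correlation set to 0.01, its adjusted p-value over 26 lists was 0.246. It was 0.519 with the correlation estimated from the data. By fry's directional test it was 0.0288. That test asks whether the list's genes shift in one direction, without reference to the other genes. In the limma fit of quantile-normalized log2(TPM + 1) values the median was -0.05 (adjusted p = 0.411), so the direction of the list rests on the scale. Of the list, 3 genes passed over all genes tested and 4 when adjusted over the list alone. *Jun* on chromosome 4 (95049036 to 95052222) had 25.1 ± 18.2 CPM (SD, n = 3) with vehicle and 1350 ± 432 CPM with APAP, a log2 fold change of 5.76 (standard error 0.62, adjusted p = 0.00820 from edgeR's quasi-likelihood test).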

Particularly, gene sets associated with Rho/ROCK pathways downstream from Gα_12_ showed significant enrichment in APAP-treated mice (Figure 1B, right). 

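Lists written before the data were examined stood in for the ROCK gene sets of the Reactome collection, which were not used here. The 20 genes of ROCK and its effectors had a median log2 fold change of 0.32 after APAP in WT mice, with 16 higher and 4 lower (camera adjusted p = 0.0344, limma). This list did not pass by fry (adjusted p = 0.187) or with the correlation estimated from the data (0.519), and its camera value rose to 0.198 without WT APAP replicate 1. Its camera call was also lost without WT vehicle replicate 2 or WT vehicle replicate 3. The list of IQGAP, actin and tubulin genes had 18 of 22 tested genes higher and a median of 0.66 (camera adjusted p = 4.49e-09, limma), and it passed by fry (0.00310) and with the estimated correlation (0.0320). Over all genes tested, 1 gene of the ROCK list and 6 of the IQGAP list passed, and 1 and 12 passed when adjusted over the list alone. The gene of the ROCK list was *Rock2* (log2 fold change 1.30, adjusted p = 0.0114 from edgeR's quasi-likelihood test). *Rock1* did not pass (log2 fold change 0.30, edgeR's adjusted p = 0.320). *Tubb6* on chromosome 18 (67390731 to 67402749), a tubulin gene, rose from 2.07 ± 0.703 CPM (SD, n = 3) to 29.7 ± 16.2 CPM, a log2 fold change of 3.86 (standard error 0.48, adjusted p = 0.0114 from edgeR's quasi-likelihood test). From its own gene set enrichment (Figure 1B), the paper states that pathways downstream of Gα_12_ were enriched after APAP.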

Next, we assessed the gene ontology (biological processes) of primary hepatocytes using the GSE40336 dataset; APAP treatment upregulated the genes associated with intracellular signal transduction and regulation of Rho protein signal transduction among five major pathways (Figure S1A). Given that the G protein level varies in different cell types and organs, we assessed major G-protein levels. Among the major Gα subunits examined herein, *Gna12* transcript levels were highly upregulated (Figure 1C). A similar result was obtained when analyzing a different dataset (GSE74000), indicating the ability of APAP to induce* GNA12* (Figure 1D).

Interestingly, gene ontology (GO) and biological process analyses of another dataset obtained from mice livers (GSE104302) confirmed that APAP treatment upregulated the expression of UPR-associated genes, as well as those linked to the “epigenetic process” and “chaperone-mediated protein folding cofactor” pathways (Figure S1B). In subsequent experiments, WT C57BL/6 mice exposed to a single dose of APAP exhibited a distinctly enhanced Gα_12_ staining intensity, particularly around the central vein area. A similar staining pattern was observed for GRP78. Histopathological analysis confirmed the occurrence of pronounced hepatocyte injuries (Figure 1E). Increases in *Gna12* and *Hspa5* transcript levels were confirmed (Figure 1F). Moreover, immunoblotting confirmed the ability of APAP to induce Gα_12_ (Figure 1G). Furthermore, increases in Gα_12_ and GRP78 expression were verified using hepatocyte models (Figure 1H-J). Lastly, we identified correlations between *Gna12* and ER stress marker (*Ddit3*) levels using datasets from human primary hepatocytes and mouse livers with liver injury (tolvaptan- and diclofenac-induced, respectively) (Figure S1C). Additionally, Gα_12_ expression was upregulated in the liver of mice repeatedly exposed to CCl_4_ (a known ER stress-inducing toxicant) (Figure S1D) 15.

To assess the effects of ER stress on Gα_12_, we analyzed another dataset from mice treated with tunicamycin (Tm) and found that ER stress increases and positively correlated with the level of *Gna12* transcripts (not *Gna13* or others) in the liver (Figure S1E). Taken together, these results support the hypothesis that liver intoxication results in Gα_12_ overexpression in hepatocytes via the ER stress response.

### IRE1α-mediated Xbp1s-dependent induction of Gα_12_

To understand the direct effect of ER stress on Gα_12_, we used Tm as an inducer of ER stress and found that treatment of WT mice with Tm caused an increase in Gα_12_ and GRP78 staining intensity (Figure 2A). Immunoblotting also verified increases in Gα_12_ and GRP78 levels (Figure 2B). This outcome was confirmed using mouse primary hepatocytes and AML12 cells (Figure 2C). We then explored the canonical ER stress pathways that lead to ER stress-mediated Gα_12_ induction. siRNA or overexpression approaches showed that Gα_12_ overexpression elicited by Tm primarily depends on IRE1α (Figure 2D). siIRE1α transfection alone unaffected Gα_12_ level, whereas IRE1 overexpression enhanced it.

Based on the analysis of a gene expression omnibus (GEO) dataset (GSE2082), Tm-treated primary MEF cells exhibited significant increases in *Xbp1*, *Nfatc1*, and *Atf6* mRNA levels (Figure 2E). Given that the IRE1α pathway controls the activation of Xbp1, we examined the effect of Xbp1 on Gα_12_. As expected, modulations of Xbp1 appropriately modified Gα_12_ protein and transcript levels in AML12 cells in response to Tm exposure (Figure 2F-G).

Further, a putative Xbp1 binding site was identified within the -2 kb promoter region of *Gna12* using PROMO analysis. Therefore, we then assessed whether ER stress transactivates this gene through Xbp1. Luciferase assays confirmed the binding of Xbp1 to the promoter region of *Gna12* (Figure 2H, left). In addition, Tm treatment enhanced luciferase expression using a pGL3-Gα_12_ reporter gene, but this effect was completely abolished in the assays using an Xbp1-RE mutant Gα_12_ reporter construct (Figure 2H, right). These results demonstrate that the IRE1α pathway transactivates* Gna12* through Xbp1.

### Promotion of hepatocyte ferroptosis and lipid peroxidation by Gα_12_

Next, we used a gene-deficient *Gna12* KO experimental model to study whether Gα_12_ modulation affects APAP-induced liver injury (Figure S2A). 

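*Gna12* (gene ID 14673, chromosome 5 from 140759944 to 140830431) was at 44.2 ± 18.6 CPM (SD, n = 3) in WT APAP livers and 46.0 ± 2.45 CPM (SD, n = 3) in APAP livers labelled KO, a log2 fold change of -0.05 (standard error 0.30, adjusted p = 0.993 from edgeR's quasi-likelihood test). With vehicle it was at 55.0 ± 17.5 CPM in WT livers and 62.8 ± 7.10 CPM in livers labelled KO, a log2 fold change of -0.19 (standard error 0.24, edgeR's adjusted p = 0.878). The Y-linked gene *Ddx3y* had 1854 to 4489 counts and *Xist*, which is expressed from the inactive X chromosome of females, 0 to 21 counts over the 12 livers, as in male animals. Between the APAP livers labelled WT and those labelled KO, 16174 genes were tested, with directions given for WT relative to the KO label. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 2 genes were higher and 3 lower. An unadjusted p-value under 0.05 was reached by 536 genes, fewer than the 809 that chance alone gives, and the groups did not overlap for 8.5% of the genes, where chance gives 10%. With the paper's criteria, 331 genes were higher and 122 lower. Without WT APAP replicate 2 these became 813 and 286, and the lowest counts with 1 liver left out were 212 higher (without the KO APAP replicate 1) and 69 lower (without the KO APAP replicate 3). DESeq2's Wald test, the alternative that moved the adjusted counts most, gave 21 higher and 8 lower. *Gdpd3* on chromosome 7 (126766414 to 126775645) was at 21.2 ± 8.24 CPM in WT APAP livers and 0.162 ± 0.0357 CPM in APAP livers labelled KO, a log2 fold change of 7.03 (standard error 0.40, edgeR's adjusted p = 0.00178). The pseudogene *Gm10154* on chromosome 4 and *Rpl34-ps1* on chromosome 6 had log2 fold changes of -6.96 (standard error 0.58) and -5.79 (standard error 0.41). The other 2 genes had a mean too low for the rule on which genes are named and are given after their values were seen: the pseudogene *Gm10167* (log2 fold change 5.35) and the noncoding RNA *AY036118*, which had 0 counts in each WT APAP liver and was at least 46.8-fold lower there. Apart from *Gdpd3*, each of these 5 genes has a transcript of another gene at 93% identity or more, with which the counting can share reads.

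**Figure D2:**
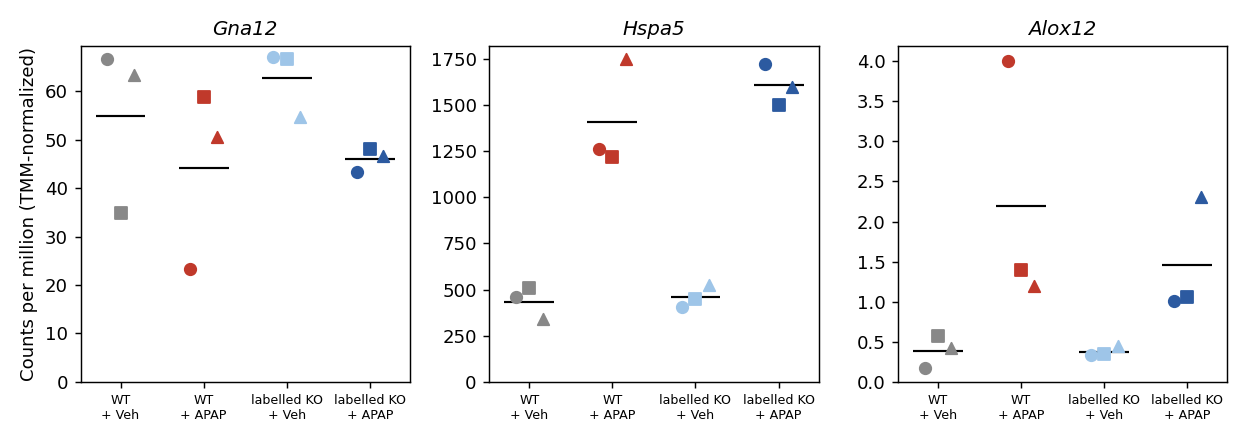
CPM after TMM scaling of *Gna12*, *Hspa5* and *Alox12* in each liver, by group, with the marker shape giving the replicate and the black line the mean of 3 livers. *Gna12* lies between 23.3 and 67.2 CPM in all groups, with no drop under the KO label.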

To identify the mechanistic basis of this phenomenon, we analyzed an RNA-seq dataset for APAP-treated WT or *Gna12* KO mice, and found 509 upregulated genes and 190 downregulated genes (Figure 3A, left). Moreover, we conducted GSEA to examine gene ontology sets; Gene sets associated with superoxide anion generation were among the top 25 most enriched genes in APAP-treated WT mice compared to their *Gna12* KO counterparts. 

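The gene sets of Figure 3A were not used here, and a list of 24 genes of superoxide generation, written before the data were examined, stood in for them. Of its 19 tested genes, 18 were higher in WT APAP livers than in APAP livers labelled KO and 1 lower, with a median log2 fold change of 0.57 (camera adjusted p = 5.85e-05, limma). This call did not hold by fry (adjusted p = 0.634) or with the inter-gene correlation estimated from the data (0.601); under camera 12 of the 26 lists passed in this comparison, and under either other test 0 did. Without WT APAP replicate 1 the median was 0.27 and the camera adjusted p-value 0.0679. In that liver the hemoglobin gene *Hba-a1* also had 238212 counts, against 2551 to 7713 in the other 11 livers.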

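Of the superoxide list, 0 genes passed between the genotype labels after APAP, over all genes tested and when adjusted over the list alone, and 3 had an unadjusted p-value under 0.05. The one with the smallest unadjusted p-value, *Fpr2* on chromosome 17 (17887824 to 17893952), was at 1.65 ± 1.07 CPM (SD, n = 3) in WT APAP livers and 0.419 ± 0.117 CPM (SD, n = 3) in APAP livers labelled KO. Its log2 fold change was 2.00 (standard error 0.61, adjusted p = 0.958 from edgeR's quasi-likelihood test), between 1.51 and 2.44 with 1 liver left out at a time, and the groups overlapped.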

Gene sets associated with the 'regulation of superoxide anion generation' and 'positive regulation of reactive oxygen species biosynthetic process' pathways were also significantly enriched, being consistent with the effect of Gα_12_ overexpression on ferroptosis (Figure 3A, right). We then assessed the levels of the biomarker of ferroptosis including *GPX4*, *FTH1*, and *HMGB1* using a public GEO dataset (GSE74000) obtained from patients with APAP-induced acute liver failure. Among these genes, *GPX4* (i.e., a ferroptosis marker) transcript levels showed the biggest change (Figure 3B). We next determined whether Gα_12_ ablation prevents APAP from inducing ROS generation. The ablation of Gα_12_ substantially prevented GPX4 downregulation and also diminished the staining intensity of 4-hydroxynonenal (4-HNE) in the liver after APAP intoxication (Figure 3C), as corroborated by changes in 3-nitrotyrosine (3-NT) and GPX4 levels (Figure 3D). The higher intensities of GPX4 in Figure 3D may have resulted from slight overloading of samples and/or differences in analytical methods. The role of Gα_12_ in ferroptosis was validated using primary hepatocytes (Figure 3E) or AML12 cells (Figure S2B). The impact of Gα_12_ modulation on lipid peroxidation was further determined in the cells treated with APAP using the BODIPY 581/591 C11 oxidation method. Transfection with siRNA targeting Gα_12_ caused a significant shift in cell populations in response to APAP treatment (Figure 3F).

DL-buthionine-[S, R]-sulfoximine (BSO) leads to inhibit GSH synthesis with reduced GPX4 activity, thus promoting ferroptosis 16. Therefore, we employed an *in vivo* BSO treatment model and identified Gα_12_ overexpression. Consistently, GPX4 was markedly repressed, as demonstrated by immunohistochemistry, which coincided with the liver injury area (Figure S3A). This outcome was confirmed using immunoblotting (Figure S3B). Additionally, we assessed the sulfhydryl-depleting effect of BSO on Gα_12_ and GPX4 levels in cells (Figure S3C, left). Similar results were obtained when we used Erastin (Figure S3C, right). To assess the causal relationship between Gα_12_ and ferroptosis, we further examined whether treatment with ferrostatin-1 (Fer-1), a specific inhibitor of ferroptosis 17, changes Gα_12_ expression in mice, and observed that Fer-1 treatment reversed the effects of APAP on Gα_12_ and GPX4 with almost a complete normalization of blood liver injury markers (Figure S4A-C). This effect was verified in cells treated with either BSO or Erastin (Figure S4D). Thus, it is highly likely that ferroptosis induces Gα_12_ expression. Together, these results provide strong evidence that the ER stress-mediated induction of Gα_12_ contributes to ferroptosis, which further amplifies Gα_12_ overexpression in a cyclical fashion, thus worsening hepatocyte injury.

### Gα_12_-mediated ALOX12 induction in APAP-intoxicated livers

Having identified the impact of Gα_12_ on ferroptosis, we then sought to elucidate the regulatory molecules downstream from Gα_12_. Therefore, to discover the shared molecular functions required for the regulation of ferroptosis, we focused on the upregulated overlapping genes between APAP treatment and vehicle treatment in WT mice, as well as APAP-treated WT mice and APAP-treated *Gna12* KO mice, using RNA-seq data. 

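With the fold changes of Figure 4A and an unadjusted p-value under 0.05, 751 genes were at least 2.5-fold higher in WT APAP livers than in WT vehicle livers, and 221 were at least 2-fold higher in WT APAP livers than in APAP livers labelled KO. The sets shared 64 genes, of which 2 passed the adjustment of edgeR's quasi-likelihood test in the first comparison and 1 in the second. The 3 WT APAP livers enter both comparisons, so a gene high in them by chance enters both sets; with simulated unchanged livers in place of those labelled KO, the overlap had a median of 4 genes (0 to 9 in 100 draws), though against these simulated livers a median of 21.5 genes was at least 2-fold higher in WT APAP livers, where 221 were found against the real ones. Of the 20 assignments of the 6 real APAP livers to the genotype labels, 6, the real one included, gave an overlap of at least 64 genes, and the median of the other assignments was 32. Of the 64 genes, 55 had their highest WT APAP value in replicate 1, the liver with the high hemoglobin counts, 6 in replicate 2 and 3 in replicate 3. The overlap was 22 genes without WT APAP replicate 1 and 171 without WT APAP replicate 2, the lowest and highest of the 9 fits that each left out 1 liver.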

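A list of 3 genes of arachidonic acid binding, *S100a8*, *S100a9* and *Alox5ap*, was written before the data were examined. All 3 were higher in WT APAP livers than in APAP livers labelled KO, with a median log2 fold change of 4.40 (camera adjusted p = 0.000203, limma), a call that did not hold by fry (adjusted p = 0.634) or with the estimated correlation (0.341). *S100a9* on chromosome 3 (90692630 to 90695721) was at 26.3 ± 34.6 CPM (SD, n = 3) against 1.16 ± 1.13 CPM (SD, n = 3), a log2 fold change of 4.54 (standard error 1.22, adjusted p = 0.958 from edgeR's quasi-likelihood test). Without WT APAP replicate 1 the median of the list was 2.17. The median of 4.40 over all livers is the value of *S100a8*. *S100a8* and *S100a9* are also members of the neutrophil list, so this list does not separate arachidonic acid binding from neutrophil content. The paper drew the theme from its overlap in these same livers (Figure 4A), so the call is not independent evidence. Over all genes tested 0 of the 3 genes passed, 2 passed when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05.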

GO term enrichment analysis (molecular function) was performed on 71 genes upregulated in both groups (Figure 4A). We also conducted a KEGG pathway analysis using a *Gna12* KO liver tissue cDNA microarray dataset (GSE51694). Several biological processes including “fatty acid elongation” (the foremost affected pathway) and “biosynthesis of unsaturated fatty acids” (the second-most affected pathway) were highly enriched (Figure 4B, left). These pathways are closely associated with ferroptosis, as polyunsaturated fatty acids (PUFAs) in lipid membranes react with ROS 18. Among these molecules, we focused on lipoxygenases because they belong to a family of nonheme, iron-containing enzymes catalyzing the deoxygenation of PUFAs. In the analysis of cDNA microarray datasets obtained from WT and *Gna12* KO livers, *Alox12* was the most highly upregulated among major isoforms (Figure 4B, right).

As expected, APAP treatment upregulated ALOX12 in WT mice. A reversal of ALOX12 expression by a Gα_12_ deficiency was confirmed in primary hepatocytes (Figure 4C-E). To confirm the effects of liver-specific Gα_12_ overexpression on ALOX12 with more precision, we utilized a lentiviral albumin-Gα_12_ (Lv-Alb- Gα_12_) delivery system in WT or *Gna12* KO animals subjected to APAP challenge (Figure 4F). We then analyzed the protein levels in the liver of WT and *Gna12* KO mice subjected to hepatocyte-specific overexpression of Gα_12_. The overexpression of Gα_12_ enhanced the ability of APAP to induce ALOX12 (Figure 4G). Moreover, the lack of ALOX12 induction in *Gna12* KO mice was reversed by Gα_12_ overexpression (Figure 4H and S5A). In Figure S5B, the increasing effect of APAP on the *Alox12* transcript was statistically non-significant, but the fold-changes in the absence of Gα_12_ seemed to be attenuated. Also, hepatocyte-specific Gα_12_ overexpression in *Gna12* KO mice repressed GPX4 (Figure S5C). These results demonstrate that Gα_12_ overexpression enhances the effects of APAP on ALOX12 and GPX4, which leads to peroxide production and ultimately results in hepatocyte ferroptosis.

### Induction of ALOX12 as mediated by miR-15a dysregulation

Given that Gα_12_ deficiencies led to minor changes in *Alox12* transcripts relative to its protein levels, we next explored microRNA-dependent post-transcriptional processes. Candidates were predicted using the Target Scan program after analyzing the overlap between microarray datasets from Gα_12_QL (an active mutant form)-Huh7 cells (GSE44079), miRNAs downregulated by APAP intoxication in mice 19, and those putatively bound to the 3'-UTR of ALOX12 mRNA (Figure 5A). Among these, we selected microRNA (miR)-15a as a potential inhibitor of ALOX12. As expected, APAP treatment significantly and substantially diminished miR-15a levels. Specifically, the lentiviral delivery of Gα_12_ to hepatocytes *in vivo* suppressed the basal miR-15a expression. Combining APAP treatment and Gα_12_ overexpression in hepatocytes tended to further decrease miR-15a levels (Figure 5B, left). Moreover, ablation of Gα_12_ lessened the ability of APAP to inhibit miR-15a, which was reversed by hepatocyte-specific delivery of Gα_12_ (Figure 5B, right). Similarly, silencing of Gα_12_ increased miR-15a level in response to APAP treatment (Figure 5C, left). The opposite outcome was obtained in cells with Gα_12_ overexpression (Figure 5C, right). MiR-15a may regulate other targets such as pro-inflammatory (6 genes) and lipid metabolism (8 genes) pathways. Among these, *Alox12* displayed a higher fold change in the liver of WT mice compared to *Gna12* KO mice (Figure 5D).

Next, we assessed the effect of miR-15a on ALOX12 using an *Alox12* 3'-UTR reporter construct. There was a practically complete pairing between *Alox12* 3'-UTR and the miR-15a seed sequence (Figure 5E, upper). Transfection with miR-15a antisense oligonucleotide (ASO) and miR-15a mimic significantly altered *Alox12* 3'-UTR luciferase activity and miR-15a mimic transfection effect was not observed in the assay using an *Alox12* 3'-UTR mutant reporter (Figure 5E, lower). The inhibitory effect of miR-15a on ALOX12 was strengthened by the outcomes of experiments using an ASO inhibitor or mimic (Figure 5F). Collectively, these data show that miR-15a inhibits ALOX12 in hepatocytes, which may be dysregulated by APAP intoxication downstream from Gα_12_.

### Prevention of ALOX12 induction and ferroptosis by ROCK1 inhibition

ROCK1/2 are key effectors of the Gα_12_-RhoA pathway 20. Given the association between Gα_12_, the RhoA-ROCK pathway, and ferroptosis, our findings indicated that miR-15a acts as an ALOX12 inhibitor, we next examined the role of each ROCK isoform and their pharmacological inhibition. First, siRNA knockdown experiments were conducted to confirm the selectivity of ROCK1 in APAP-induced ferroptosis. Knockdown of ROCK1, but not ROCK2, prevented ALOX12 induction. ROCK1 silencing resulted in a moderate GPX4 recovery in primary hepatocytes and AML12 cells (Figure 6A-B and S6A). ALOX12 inhibition by ROCK1 knockdown was reversed by miR-15a ASO transfection (Figure 6C). Lastly, we confirmed the inhibitory effect of miR-15a mimic on the induction of ALOX12 via Gα_12_ overexpression (Figure 6D). Next, we assessed the effect of ripasudil (a ROCK1 preferential inhibitor) treatment on WT mice after a single dose of APAP (Figure 6E). Interestingly, this compound was found to completely inhibit the onset of acute liver injury. The ability of ripasudil to rescue APAP intoxication was confirmed by ALT and AST assays (Figure 6F). Lipid peroxidation was also suppressed and ALOX12 induction was attenuated with increased GPX4 levels (Figure 6G). Therefore, ripasudil treatment was deemed an effective means to inhibit APAP-induced ferroptosis.

Moreover, treatment with ripasudil inhibited ALOX12 and led to a recovery of GPX4 levels. Y-27632 also decreased ALOX12, albeit with an insignificant GPX4 recovery. In contrast, netarsudil (a selective ROCK2 inhibitor) rendered minimal effects. The levels of p-MLC, a downstream marker of ROCK, were similarly affected (Figure 6H and S6B). These results demonstrate that pharmacological inhibitors or ROCK1-specific siRNA prevent APAP-induced ferroptosis.

### Amelioration of APAP-induced liver injury and inflammation by Gα_12_ ablation

To understand the functional impact of Gα_12_ modulations on APAP intoxication more in depth, we employed Gα_12_ genetic knockout and hepatocyte-specific overexpression techniques using a mouse model. Histopathological analyses demonstrated that Gα_12_ ablation substantially ameliorated liver injury elicited by a single APAP dose. This effect was confirmed by the results of blood biochemical assays (Figure 7A). GSEA was then performed using RNA-seq data obtained from WT and *Gna12* KO mice treated with APAP to assess how Gα_12_ affects liver damage. Interestingly, most of the elucidated liver injury-related pathways were linked to the inflammatory response. 

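In a list of 29 genes of the inflammatory response, written before the data were examined, 23 of 25 tested genes were higher in WT APAP livers than in APAP livers labelled KO, with a median log2 fold change of 0.85 (camera adjusted p = 9.15e-09, limma). The call did not hold by fry (adjusted p = 0.545) or with the inter-gene correlation estimated from the data (0.322). With 1 liver left out at a time, the median ranged from 0.57 (without WT APAP replicate 1) to 0.94, and the largest camera adjusted p-value was 0.00017. Over all genes tested, 0 of its genes passed, 1 passed when adjusted over the list alone, and 7 had an unadjusted p-value under 0.05.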

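The 6 leading edge genes drawn in Figure 7B, which the study picked from these same livers and which are therefore not independent evidence, were all higher in WT APAP livers than in APAP livers labelled KO. Their median log2 fold change was 1.00 (camera adjusted p = 0.000317, limma). By fry the adjusted p-value was 0.634 and with the correlation estimated 0.496, and without WT APAP replicate 1 the median was 0.49 with a camera adjusted p-value of 0.0597. *Adam8* on chromosome 7 (139978932 to 139995207) was at 1.60 ± 1.13 CPM (SD, n = 3) against 0.558 ± 0.171 CPM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.55, adjusted p = 0.958 from edgeR's quasi-likelihood test). Without WT APAP replicate 1 the log2 fold change of *Adam8* was 0.76. *Fcer1g* on chromosome 1 had a log2 fold change of 0.69 (standard error 0.36), and of 0.15 without that liver. Of the 6 genes, 0 passed over all genes tested or when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05.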

To understand the functional significance of this pathway, we examined the function of the leading edge genes (red-dotted box) upregulated in APAP-treated WT compared to APAP-treated *Gna12* KO mice. 

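*Il1b* (gene ID 16176, chromosome 2 from 129364569 to 129371164), the gene of IL-1β, had 672, 265 and 39 counts in WT APAP replicates 1, 2 and 3 and 37, 14 and 67 counts in the APAP livers labelled KO. This came to 5.77 ± 6.54 CPM (SD, n = 3) against 0.609 ± 0.371 CPM (SD, n = 3). The log2 fold change was 3.27 (standard error 1.02), with an adjusted p-value of 0.958 over all genes and of 0.248 when adjusted over the 41 tested genes named in the paper alone, both from edgeR's quasi-likelihood test. The groups overlapped, and with 1 liver left out at a time the log2 fold change ranged from 1.77 (without WT APAP replicate 1) to 3.81. Relative to vehicle, *Il1b* had a log2 fold change of 3.50 in WT mice (edgeR's adjusted p = 0.152).

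**Figure D3:**
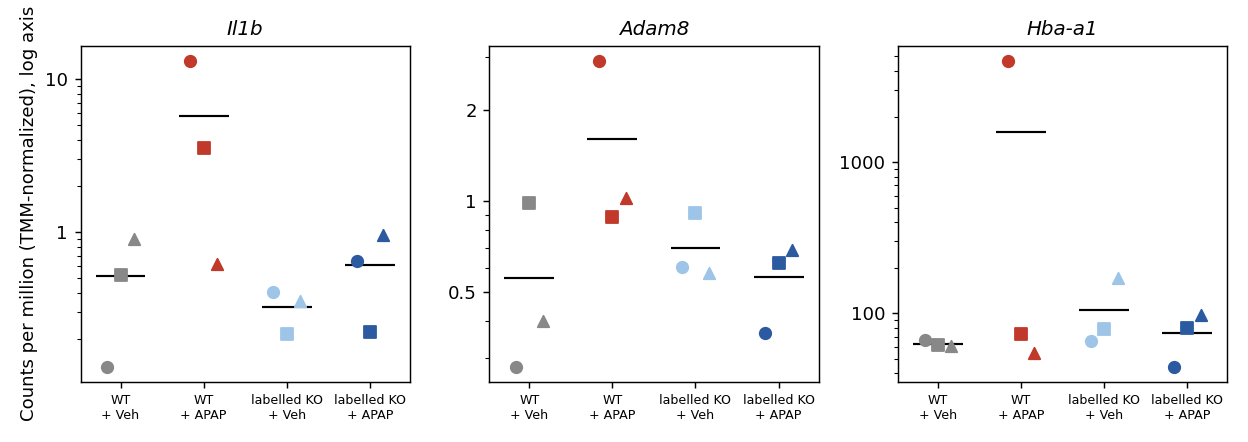
CPM after TMM scaling of *Il1b*, *Adam8* and the hemoglobin gene *Hba-a1* in each liver on a log axis, by group, with the marker shape giving the replicate (circle 1, square 2, triangle 3) and the black line the mean of 3 livers. WT APAP replicate 1 is the highest liver for each of the 3 genes, and WT APAP replicate 3 lies among the livers labelled KO for *Il1b*.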

Notably, we identified *Il-1β* as a key molecule in the 'positive regulation of acute inflammatory response' GO pathway (Figure 7B, upper and S7A). APAP-treated WT mice exhibited significant increases in the transcript levels of *Il-1β*, *Tnf-α*, and *Il-6* in the liver, which was significantly attenuated by *Gna12* KO. However, the *Gna12* KO effect was not seen in the assays for anti-inflammatory biomarkers including *Arg1*, *Cd206,* and *Ym1* (Figure 7B, lower and S7B).

To verify the effects of liver-specific Gα_12_ overexpression, we employed an Lv-Alb-Gα_12_ system in WT or *Gna12* KO animals subjected to APAP challenge. As expected, more severe hepatic injuries and inflammatory responses were observed in WT mice due to hepatocyte-specific overexpression of Gα_12_ (Figure 7C-D and S7C). Similarly, the liver-specific Gα_12_ delivery to *Gna12* KO mice abrogated the liver-protective effect (Figure 7E). In contrast, Gα_12_ deficiency significantly decreased necrotic cell populations. Moreover, Gα_12_ siRNA transfection decreased the population of propidium iodide (PI) and Annexin V double-positives in cells treated with APAP (Figure 7F). Likewise, APAP-induced increases in the number of TUNEL-positive cells in the liver were significantly diminished in *Gna12* KO mice (Figure S7D). In addition, adenoviral delivery of Gα_12_ to AML12 cells enhanced the ability of Tm to increase Annexin V/PI double-positive cell populations (Figure S7E). Together, these findings strongly support the role of ER stress-mediated Gα_12_ overexpression in hepatic inflammation and necrosis in response to APAP intoxication.

### Dysregulation of Gα_12_, ALOX12, and miR-15a in patients with acute liver injury or fibrosis/cirrhosis

Finally, we analyzed the identified regulatory molecules in patient liver samples. Analysis of public GEO databases obtained from patients with HBV-associated acute liver failure (HBV-ALF) (GSE38941) indicated that hepatic *ROCK1* transcript levels were higher in patients with submassive hepatic necrosis (SHN) or massive hepatic necrosis (MHN) compared to healthy individuals, whereas *ROCK2* mRNA levels were not significantly affected (Figure 8A). To further assess the association of *GNA12*, *ALOX12*, and miR-15a transcript levels and liver injury in clinical situations, we analyzed samples of patients with acute liver injury on drugs. As expected, the intoxicated patients, which consisted of drugs, herb medications, and unknown origin, exhibited increases in hepatotoxicity-related values compared to normal subjects (Supplementary Table 1). Patients with acute liver injury showed significantly higher *GNA12*, *ALOX12* transcript levels along with the decrease of miR-15a as compared to healthy subjects (Figure 8B). Hepatic *GNA12* and *ALOX12* mRNA levels positively correlated with each other. The negative correlations existed between miR-15a and *GNA12*, or miR-15a and *ALOX12* (Figure 8C). Immunoblottings confirmed strong increases in Gα_12_ and ALOX12 levels in patients with acute liver injury (Figure 8D).

To extend our findings to patients with liver fibrosis, we further analyzed a public cirrhosis dataset and experimentally the non-tumorous regions of HCC patients with fibrosis; cirrhotic patients exhibited significantly higher transcript levels of *ROCK1*, but not* ROCK2* than healthy individuals in a human cirrhotic liver cohort database (GSE25097) (Figure 8E). When we analyzed liver samples of HCC patients with fibrosis, we found a positive correlation between *GNA12* and *ALOX12* mRNAs (Figure 8F, left), and an inverse correlation between miR-15a and *GNA12* mRNAs (Figure 8F, right). Moreover, we corroborated an overall increase in Gα_12_ and ALOX12 levels in the analyses of the portal, septal fibrosis, and cirrhosis subgroups divided according to fibrosis severity (Figure 8G). Among these, the septal fibrosis subgroup appeared to display the highest fold change in Gα_12_ and ALOX12 compared to the remaining subgroups. Immunohistochemistry confirmed the induction of Gα_12_ and ALOX12 with reciprocal decreases in GPX4 (Figure 8H). Taken together, these results indicate that Gα_12_ overexpression mediated by ER stress promotes ALOX12 induction in hepatocytes through ROCK1 by dysregulating miR-15a, which then promotes ferroptosis.

## Discussion

Our findings shown here indicated that ER stress-mediated Gα_12_ overexpression facilitates APAP-induced liver injury, thus elucidating a novel role of Gα_12_ in the signaling pathway culminating in acute hepatic injury. This hypothesis was further supported by the fact that Gα_12_ ablation prevented liver injury, an effect that was abrogated by hepatocyte-specific overexpression of Gα_12_. Moreover, other toxicant challenges also lead to Gα_12_ overexpression, resulting in hepatocyte ferroptosis, all of which provide novel insights into the mechanisms of liver pathology. Also, the effects of other ER stress-inducers strengthen the role of the Gα_12_ signaling axis in acute liver injury. Previously, we investigated the regulatory role of Gα_12_ in hepatic lipid metabolism for mitochondrial energy expenditure through SIRT1 and PPARα, identifying Gα_12_ as a physiological regulator that contributes to mitochondrial oxidation. However, overexpression of Gα_12_ in conjunction with ER stress unexpectedly causes hepatocyte ferroptosis presumably due to dysregulation of the coordinated functions of mitochondria and ER capacity. Thus, our findings confirm that Gα_12_ and its downstream molecules may be promising targets for the treatment of acute liver injury accompanying ER stress.

In this study, we elaborated on the role of the IRE1α-Xbp1 pathway in the transcriptional induction of *Gna12*. This, in turn, results in an ER stress-induced vicious cycle in hepatocytes, suggesting that ER stress induction of Gα_12_ may lead to hepatocyte dysfunction if not treated promptly, contributing to the development of liver injurious symptoms and subsequently fibrosis progression. Previously, we reported the role of the JNK pathway in macrophages downstream of Gα_12_ contributes to NF-κB-mediated inflammatory responses. Our study also showed augmented increases of *Il-1β*, *Tnf-α*, and *Il-6* in the liver of APAP-treated WT or Gα_12_ KO mice subjected to hepatocyte-specific overexpression of Gα_12_. Therefore, Gα_12_ overexpression in hepatocytes coupled with inflammatory cytokine production from macrophages likely leads to hepatocyte death, exacerbating injurious symptoms, as further corroborated by our analyses of human liver samples.

APAP-induced liver toxicity mainly results from apoptotic and necrotic cell death, as supported by the resulting mitochondrial permeability transition pore opening, membrane swelling, and lysis 21. Our results showing changes in AnnexinV/PI and TUNEL staining after modulation of Gα_12_ in the present study supports this idea, being also consistent with Gα_12_-JNK-dependent apoptosis. Thus, both apoptosis and necroptosis are responsible for APAP-induced hepatotoxicity 22. However, it is now accepted that apoptosis plays a limited role due to the ineffectiveness of pan-caspase inhibitors in a rodent model of APAP-induced hepatotoxicity 23. In addition, RIPK3 and MLKL were found to be dispensable 24, suggesting that necroptosis may not account for the entire necrotic cell death. An important finding of our study is that Gα_12_ plays a critical role in the ferroptosis process. NAPQI, a reactive intermediate produced from APAP metabolism, causes GSH depletion in hepatocytes, which would contribute to ferroptosis. These findings were confirmed by our experiments, indicating that Fer-1 prevents BSO- or Erastin-induced dysregulation of GPX4. While we were finishing this research, a report came out showing Fer-1 inhibition of APAP toxicity 25. Altogether, our findings elucidate previously uncharacterized features of ferroptosis and its contribution to the progression of acute liver injury.

Lipoxygenase (LOXs) catalyzed lipid peroxides production. PUFAs are the preferred substrates of LOXs and thus lead to the acceleration of the pro-ferroptotic oxidation process 26. Specifically, ALOX12 is induced in hepatocytes during ischemia-reperfusion and catalyzes the dioxygenation of PUFAs. Moreover, an increase in ALOX12 expression may facilitate a variety of stress conditions 27. Therefore, the induction of ALOX12 is likely to accelerate an inflammatory response. ALOX12 also contributes to p53-mediated ferroptosis 28. Our data clearly demonstrate that ALOX12 expression relies on Gα_12_ signaling. This was particularly demonstrated by our experiments involving hepatocyte-specific Gα_12_ gene delivery in *Gna12* KO mice. These findings reiterate the initiating role of APAP-induced Gα_12_ overexpression in the context of ALOX12 induction, elucidating new molecular mechanisms of liver pathogenesis, as well as the role of ER stress in hepatocytes.

Mir-15a has been implicated in a variety of pathological events. Specifically, miR-15a is repressed during the development of liver fibrosis and liver cancer 29, 30. Another important finding of this study was the discovery of miR-15a as a regulator located downstream from the Gα_12_ pathway in normal hepatocytes. Moreover, miR-15a levels were decreased in animals subjected to either APAP treatment or Gα_12_ overexpression, whereas the opposite occurred when Gα_12_ was ablated. The outcomes of this study demonstrated that miR-15a directly interacts with the 3'-UTR of ALOX12 mRNA, thereby inhibiting ALOX12. The negative relationship between miR-15a and Gα_12_ was corroborated using human liver samples, providing a new clinical basis for the targeting of specific disease-associated molecules.

Lipid peroxides are also removed by GPX4 and its cofactor GSH. GPX4 inactivation causes GSH depletion through lipid hydroperoxide accumulation 31, highlighting the key role of this enzyme in regulating cell death control. Moreover, APAP-induced Gα_12_ overexpression affects several gene clusters such as superoxide generation, arachidonic acid binding, and biosynthesis of unsaturated fatty acids, all of which may favor the supply of PUFAs. In line with these observations, ferroptosis inducers led to Gα_12_ overexpression. The cyclic link between Gα_12_ overexpression and GPX4 inhibition was further strengthened by the fact that APAP-triggered lipid peroxidation was alleviated in the liver of *Gna12* KO mice or by Gα_12_ silencing. Together, our findings strongly support the hypothesis that Gα_12_ overexpression by ER stress facilitates lipid peroxidation through GPX4 inhibition. It has been shown that interaction between ALOX12 and SLC7A11 was unaffected by Erastin or other ferroptosis inducers, or by GPX4 inhibition 32. Thus, GPX4 and ALOX12 may independently mediate ferroptosis.

APAP poisoning and fatalities are linked to increased production of reactive metabolites 33. Currently,* N*-acetylcysteine is used to treat APAP-intoxicated patients. However, its efficacy is insufficient to treat patients with acute liver injury, and this antidote has other limitations 34. Therefore, new therapeutic agents must be identified. The role of ROCK inhibitors in a variety of diseases has been widely investigated 35. Here, inhibitors of ROCK1, but not ROCK2, effectively ameliorated acute liver injury. Moreover, ROCK1 inhibition increased GPX4 levels while also inhibiting ALOX12. Therefore, it is likely that ROCK1-dependent changes in GPX4 and ALOX12 levels contribute to APAP toxicity. Our findings highlight the potential applications of ROCK1 inhibitors for the development of novel approaches to treat acute liver injury and related liver diseases.

Repetitive or long-term exposure to toxicants may lead to the development of hepatitis and liver fibrosis 36. Previously, we showed that Gα_12_ is overly expressed in activated hepatic stellate cells, thus promoting liver fibrosis through autophagy 37. In the present human fibrotic sample analyses, Gα_12_ expression correlated well with that of ALOX12, as well as reciprocal changes in GPX4 and miR-15a levels. This outcome was further supported by additional data showing that *ROCK1* transcripts were markedly upregulated in patients with acute liver failure or cirrhosis, suggesting that the Gα_12_-ROCK1 axis may culminate in ferroptosis and related liver diseases in clinical settings. Additionally, the correlations existed between *Gna12* and *Ddit3* (or *Alox12/Gpx4*) levels in the datasets obtained from hepatocytes or liver tissues exposed to tolvaptan, diclofenac, and methapyrilene (Figure S1C and S8).

In the present study, we analyzed the dataset originated from hepatocytes to obtain information on hepatocyte biology excluding the influences of non-parenchymal cell mediators 38. Liver tissue was also used for RNA sequencing in addition to GEO dataset analyses, which is necessary to understand *in vivo* physiology. HepG2 cell line was employed for signaling pathway mapping. All of these models consistently show comparable outcomes, supporting our hypothesis. Collectively, our findings demonstrate that overexpression of Gα_12_ in hepatocytes by ER stress induces ALOX12 through ROCK1 by dysregulating miR-15a. This, in turn, promotes hepatocyte ferroptosis during the event of acute liver injury, and also presumably leads to the progression of fibrosis. Therefore, pharmacological inhibition of the Gα_12_-ROCK1 axis may represent a promising strategy for the treatment of liver diseases including acute liver injury, hepatitis, and fibrosis/cirrhosis.

## Supplementary Material

Supplementary materials and methods, figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
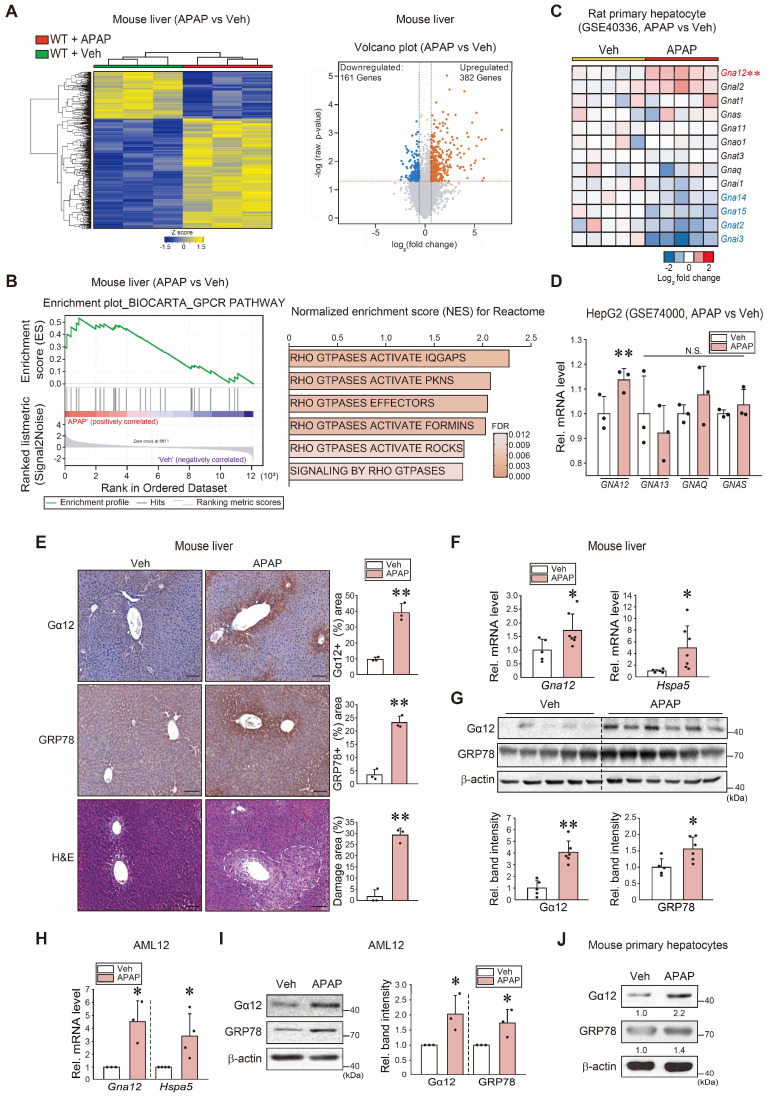
** APAP-induced Gα_12_ overexpression in hepatocytes in association with the unfolded protein response. (A)** Heatmap and hierarchical correlation analysis for differentially expressed genes in liver tissue between vehicle- and APAP-treated mice using RNA-seq data (left, n = 3 each). Volcano plot of RNA-seq data. Horizontal and vertical lines indicate the filtering criteria (absolute fold-change ≥ 1.5 and *P* < 0.05, respectively). Red and blue dots show differentially expressed genes (DEGs) upregulated (382 genes) or downregulated (161 genes) in response to APAP treatment (right, n = 3 each). **(B)** GSEA enrichment plot of the Biocarta category showing the GPCR pathway (left, NES = 1.6, FDR < 0.1) and Rho/ROCK-related signaling pathways positively correlated with APAP-exposed WT mice (300 mg/kg BW, 6 h) in the Reactome pathway (right, n = 3 each). NES and FDR are shown in the bar graph. **(C)** Heatmap of *Gna* subunits in primary hepatocytes treated with APAP or vehicle using microarray dataset (n = 5 each). **(D)** The levels of major *GNA* transcripts in HepG2 cells treated with APAP (2 mM, 24 h) relative to vehicle control derived from a public dataset (GSE74000). **(E)** Gα_12_ and GRP78 immunohistochemistry and histopathology analyses in mouse liver samples (H&E; scale bar: 200 μm) (left). Percent areas of Gα_12_, GRP78, and damaged areas were assessed using the Image J program (right). The mice were injected with a single dose of APAP (300 mg/kg BW, 6 h) (n = 3 each). **(F)** qRT-PCR assays for *Gna12* and *Hspa5* in APAP-treated WT mice (n = 5 or 7 each). **(G)** Immunoblottings (upper) for Gα_12_ and GRP78 in APAP-treated WT mice. The band intensities represent values relative to each respective control (lower) (n = 5 or 6 each). **(H)** qRT-PCR assays for *Gna12* and *Hspa5* in AML12 cells treated with APAP (10 mM, 12 h) (n = 3 or 4 each). **(I)** Immunoblottings (left) for Gα_12_ and GRP78 in AML12 cells treated with APAP (10 mM, 12 h). The band intensities represent values relative to each respective control (right, n = 3 or 4 each). **(J)** Immunoblottings for Gα_12_ and GRP78 in mouse primary hepatocytes treated with APAP (10 mM, 12 h) (n = 3 each). For D-I, the reported values represent mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via two-tailed Student's *t*-tests.

**Figure 2:**
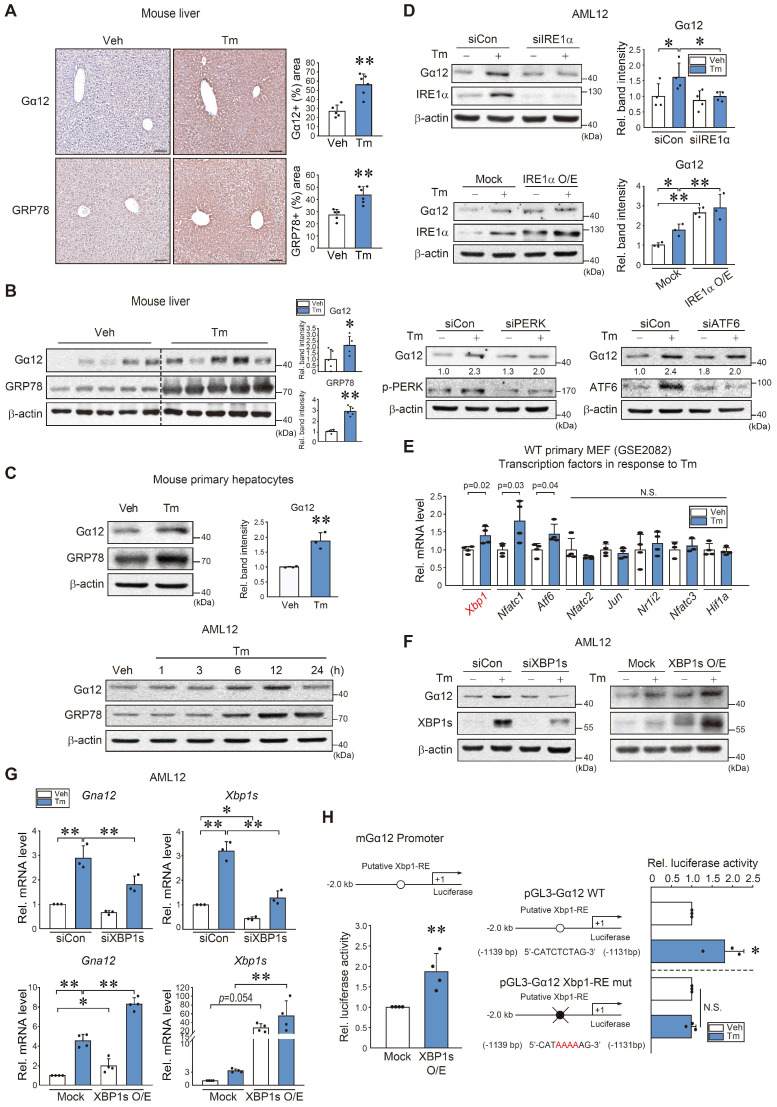
** Xbp1s-dependent *Gna12* transactivation in hepatocytes. (A)** Ιmmunohistochemistry for Gα_12_ and GRP78 in the liver of mice treated with a single dose of Tm (2 mg/kg BW, i.p., 72 h) (left). Percent areas of Gα_12_ and GRP78 were assessed using the Image J program (right*,* n = 5 or 6 each). scale bar, 200 μm. **(B)** Immunoblottings for Gα_12_ and GRP78 in the same samples as in A (left). Densitometric band intensities represent values relative to respective control (right, n = 5 each). **(C)** Immunoblottings for Gα_12_ and GRP78 in mouse primary hepatocytes treated with Tm (2 μg/ml, 12 h) (upper left) and densitometric band intensities relative to respective control (upper right, n = 3 each). Immunoblottings for Gα_12_ and GRP78 in AML12 cells were treated with Tm (2 μg/ml) for the indicated times (lower, n = 3 each; repeated 3 times with similar results). **(D)** Immunoblottings for Gα_12_ and IRE1α in AML12 cells treated with tunicamycin (Tm; 2 μg/ml, 12 h) after transfection with IRE1α siRNA (or siCon) (100 nM, 24 h) (upper) and WT-IRE1α (or mock vector) (1 μg, 24 h) (middle, n = 3 or 4 each). Immunoblottings for Gα_12_, p-PERK, and ATF6 in AML12 cells treated with Tm (2 μg/ml, 12 h) after transfection with siCon or siPERK or siATF6 (100 nM each, 24 h) (lower, n = 3 each; repeated 3 times with similar results; scan values were shown for representative blots). **(E)** Levels of major transcription factor mRNAs in primary MEF cells treated with Tm (2 μg/ml, 4 h) relative to the vehicle control derived from a publicly available dataset (GSE2082) (n = 3 or 4 each). **(F)** Immunoblotting analyses for Gα_12_ and XBP1s in AML12 cells treated with Tm (2 μg/ml, 12 h) after transfection with siXBP1s (or siCon) (100 nM, 24 h) and WT-XBP1s (or mock vector) (1 μg, 24 h) (n = 3 each). **(G)** qRT-PCR assays for *Gna12* and *Xbp1s* in AML12 cells treated as in F (n = 3 or 4 each). **(H)** *Gna12* promoter-reporter assays. Luciferase activity was measured in AML12 cells after transfection with a *Gna12* luciferase construct and a plasmid encoding XBP1s (mock or active form, 0.5 μg, 24 h) (left, n = 4 each). The cells were treated with Tm or a vehicle after transfection with an Xbp1-RE WT or Xbp1-RE mutant luciferase construct (1 μg, 24 h) (right, n = 3 each). For A-E, G, and H, the values represent the mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via two-tailed Student's *t*-tests or one-way ANOVA with the LSD multiple comparison procedure, where appropriate.

**Figure 3:**
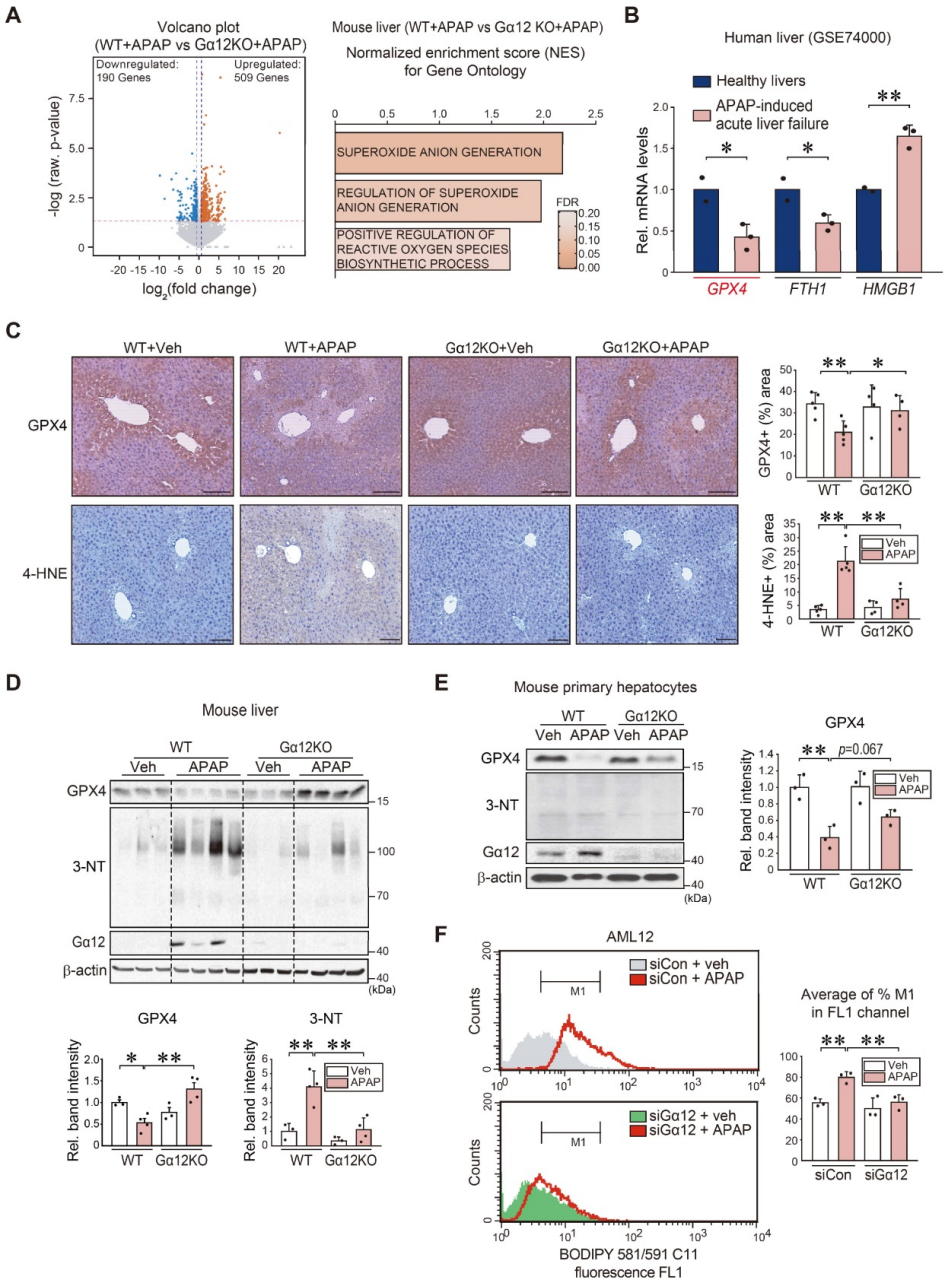
** Hepatocyte ferroptosis mediated by Gα_12_-dependent peroxidation upon APAP exposure. (A)** Volcano plot representation of differentially expressed genes between APAP-treated WT and *Gna12* KO mice using RNA-seq analysis. The horizontal and vertical lines indicate the filtering criteria (absolute fold-change ≥ 1.5 and raw *P* < 0.05). The red and blue dots indicate the upregulated (509 genes) or downregulated (190 genes) genes (left, n = 3 each). GO terms associated with ROS production were obtained between WT and *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h) (right, n = 3 each). NES and FDR are shown in the bar graph. **(B)** *GPX4*, *FTH1*, and *HMGB1* transcript levels in patients with acute liver failure. Hepatic transcripts levels were assessed using a publicly available dataset (GSE74000) from healthy individuals (normal) or patients with APAP-induced acute liver failure (n = 2 or 3 each). **(C)** Immunohistochemistry for GPX4 and 4-HNE (scale bar: 200 μm). Percent areas of GPX4 and 4-HNE staining were assessed in the livers of WT or *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h) using the Image J program (n = 4 or 5 each). **(D)** Immunoblottings for GPX4, 3-NT, and Gα_12_ in the livers of the same mice as in C. The band intensities represent values relative to their respective control (n = 3 or 4 each). **(E)** Immunoblottings for GPX4, 3-NT, and Gα_12_ in WT or *Gna12* KO primary hepatocytes treated with APAP (10 mM, 12 h). The band intensities represent values relative to the respective controls (n = 3 each). **(F)** Histograms of BODIPY 581/591 C11 fluorescence at a 530 nm emission wavelength (FL1 channel) in AML12 cells treated with vehicle or APAP (10 mM, 24 h) after transfection with siCon or siGα_12_ (100 nM each, 24 h; the experiments were simultaneously performed). Averages of M1 proportion (%) in the FL1 channel were also measured (n = 3 each). For B-F, values were expressed as mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via two-tailed Student's *t*-tests or one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedure, where appropriate.

**Figure 4:**
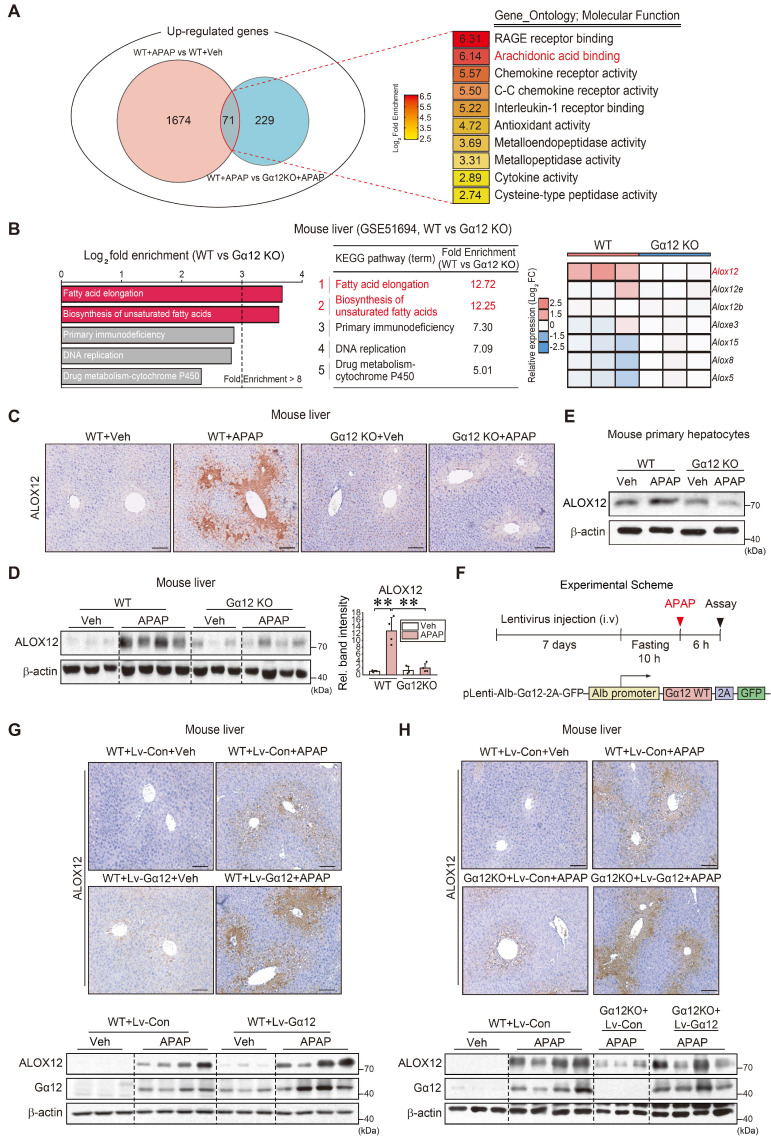
** Gα_12_-mediated induction of ALOX12 by APAP intoxication. (A)** Venn diagrams showing the overlap of commonly upregulated genes in the liver of mice treated with APAP (300 mg/kg BW, 6 h) versus vehicle treatment (fold change ≥ 2.5 and raw *P* < 0.05) and WT mice treated with APAP (300 mg/kg BW, 6 h) versus *Gna12* KO mice treated with APAP (fold change ≥ 2 and raw *P* < 0.05) (left, n = 3 each). GO term enrichment (molecular function) of the genes highlighted for functions such as arachidonic acid binding (second rank) (right). **(B)** KEGG pathway analysis using a cDNA microarray dataset (GSE51694) obtained from the liver of WT and *Gna12* KO mice. Ferroptosis-related pathways are indicated in red (left and middle). Heatmap of *Alox* isoform transcript levels in the livers of WT and *Gna12* KO mice (right, n = 3 each). **(C)** Immunohistochemistry for ALOX12 in the livers of WT or *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h) (n = 3 or 4 each). **(D)** Immunoblotting for ALOX12 in the liver of WT or *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h). The densitometric band intensities represent values relative to the respective control (n = 3 or 4 each). **(E)** Immunoblotting for ALOX12 in WT or *Gna12* KO primary hepatocytes treated with APAP (10 mM, 12 h) (n = 3). **(F)** A schematic showing a construct encoding Gα_12_-WT (Lv-Alb-Gα_12_) downstream from the albumin promoter. The mice were injected with a single dose of albumin promoter-Gα_12_-WT lentivirus (or Lv-control) through the tail vein. After one week, the mice were fasted overnight prior to APAP treatment and sacrificed 6 h thereafter. **(G)** Representative immunohistochemistry (upper) and immunoblottings (lower) for ALOX12 and Gα_12_ in WT mice treated with APAP (300 mg/kg BW, 6 h) one week after injection with Lv-con or Lv-Gα_12_ via the tail vein (n = 3 or 4 each). **(H)** Representative immunohistochemistry for ALOX12 (upper) and immunoblottings (lower) for ALOX12 and Gα_12_ in WT mice and *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h) one week after injection with Lv-con or Lv-Gα_12_ via the tail vein (n = 4-6 each). For D, values were expressed as mean ± SD (**P < 0.01). Statistical significance was tested via one-way ANOVA coupled with Bonferroni's method, where appropriate. scale bar: 200 μm.

**Figure 5:**
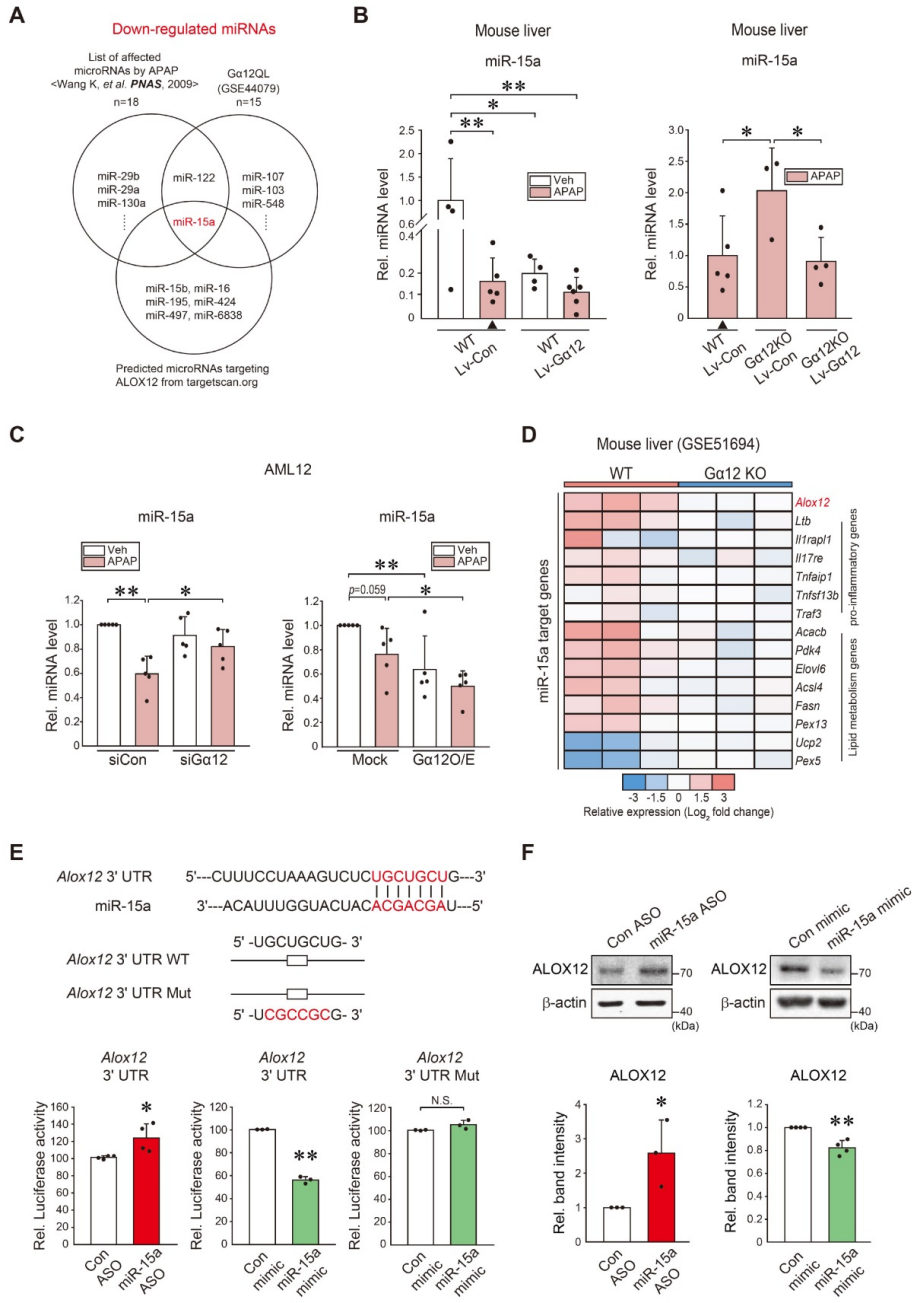
** Identification of miR-15a as an inhibitor of ALOX12 downstream from Gα_12._ (A)** Venn diagrams showing miR-15a expression among the downregulated miRNAs in the liver of mice treated with APAP (300 mg/kg, 24 h) (Wang K, et al. *PNAS,* 2009), Huh7 cells with Gα_12_QL transfection (GSE44079), and those predicted to inhibit ALOX12 based on our Target Scan database analyses; 18 miRNAs were downregulated in the first set, whereas a total of 15 downregulated miRNAs were identified in the second set. Seven miRNAs were predicted to target ALOX12. **(B)** qRT-PCR assays for miR-15a using the same mice as in Fig. 4G (n = 4-6 each) or Fig. 4H (n = 3-5 each). Experiments were done at the same time and the marked control group (▲) was shared for statistical analysis. **(C)** qRT-PCR assays for miR-15a in AML12 cells treated with APAP (10 mM, 12 h) after transfection with siGα_12_ (or siCon) (100 nM, 24 h, n = 5 each) (left), or the plasmid encoding for Gα_12_ or a mock vector (1 μg, 24 h, n = 5 each) (right). **(D)** Heatmap of differentially expressed miR-15a target genes based on the GSE51694 dataset from the livers of WT and *Gna12* KO mice; *Alox12,* 6 pro-inflammatory genes, and 8 lipid metabolism genes (n = 3 each). **(E)** Prediction of miR-15a binding to the 3'-UTR of Alox12 mRNA (upper). *Alox12*-3'-UTR luciferase assays in AML12 cells transfected with miR-15a ASO (or control ASO) (100 nM, 48 h), or miR-15a mimic (or control mimic) (100 nM, 24 h) (lower, n = 3 or 4 each). **(F)** Immunoblottings for ALOX12 in AML12 cells transfected with miR-15a ASO (or control ASO) (100 nM, 48 h), or miR-15a mimic (or control mimic) (upper, 100 nM, 24 h). The densitometric band intensities represent values relative to the respective control (lower, n = 3 or 4 each). For B, C, E, and F, values were expressed as mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via two-tailed Student's *t*-tests or one-way ANOVA with the LSD multiple comparison procedure, where appropriate.

**Figure 6:**
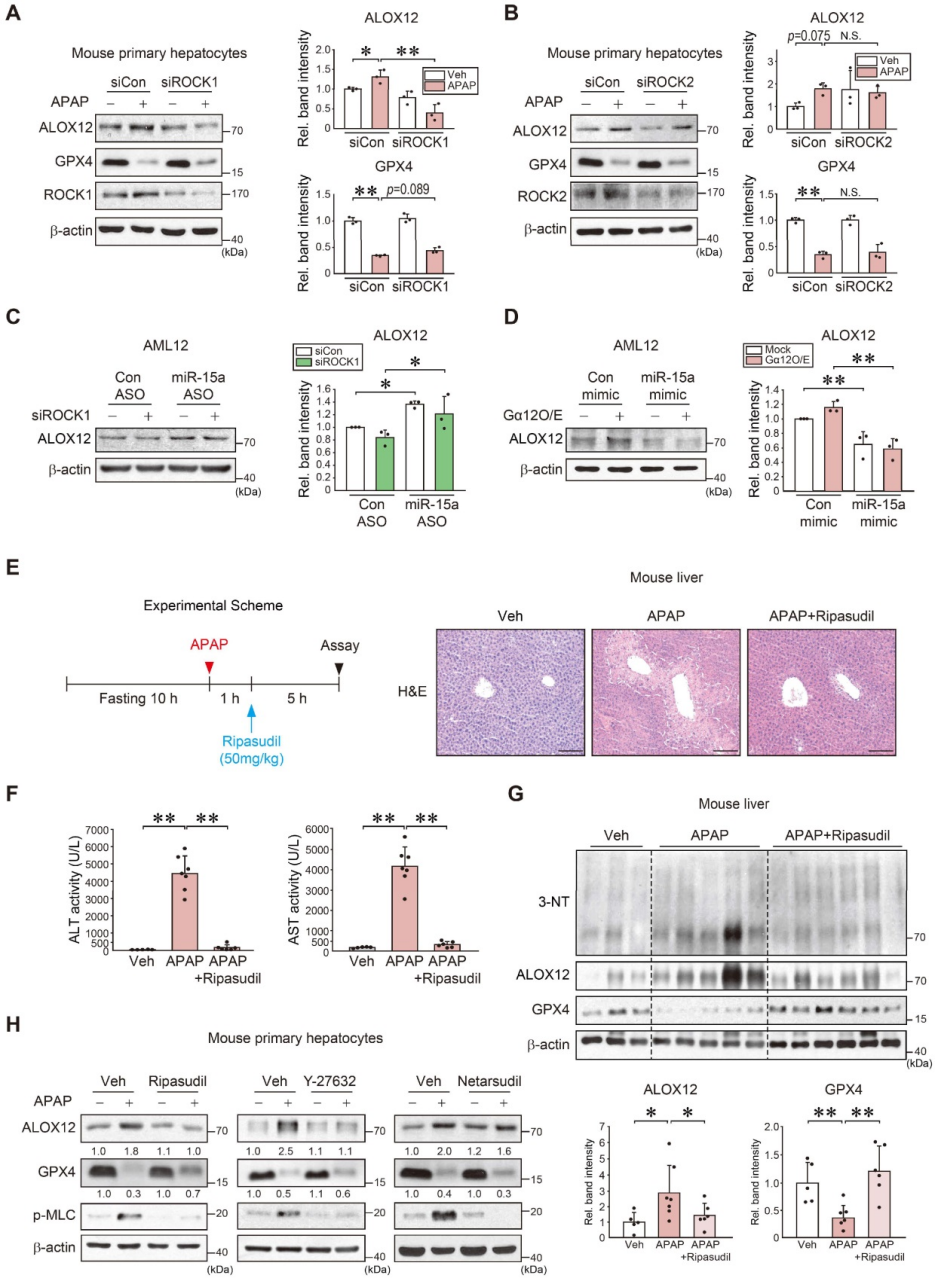
** Inhibition of APAP-induced ferroptosis by ROCK1 inhibitors. (A)** Immunoblottings for ALOX12, GPX4, and ROCK1 in mouse primary hepatocytes treated with APAP (10 mM, 12 h) after transfection with siROCK1 (or siCon) (100 nM, 24 h). **(B)** Immunoblottings for ALOX12, GPX4, and ROCK2 in mouse primary hepatocytes treated with APAP (10 mM, 12 h) after transfection with siROCK2 (or siCon) (100 nM, 24 h). **(C)** Immunoblotting of ALOX12 in AML12 cells transfected with miR-15a ASO (or control ASO) (100 nM, 48 h) after transfection with siROCK1 (100 nM, 24 h). **(D)** Immunoblotting of ALOX12 in AML12 cells transfected with miR-15a mimic (or control mimic) (100 nM, 24 h) after transfection with Gα_12_ (1 μg, 24 h). **(E)** A schematic showing APAP and ripasudil treatment (left). Liver histopathology in WT mice treated with ripasudil (50 mg/kg BW, 5 h) 1 h after APAP treatment (300 mg/kg BW, 6 h) (right, n = 5-7 each). scale bar: 100 μm. **(F)** Serum ALT and AST activities in the same mice as in E. **(G)** Immunoblottings for 3-NT, ALOX12, and GPX4 in the same mice as in E. **(H)** Immunoblotting analyses for ALOX12, GPX4, and p-MLC in WT primary hepatocytes treated with APAP (10 mM, 12 h) 1 h after treatment with ripasudil (50 μM), Y-27632 (10 μM), or netarsudil (2 μM) (n = 3 each). For A-D and G, the band intensities represent values relative to the respective control (n = 3-6 each). For A-D, F, and G, values were expressed as mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedure, where appropriate.

**Figure 7:**
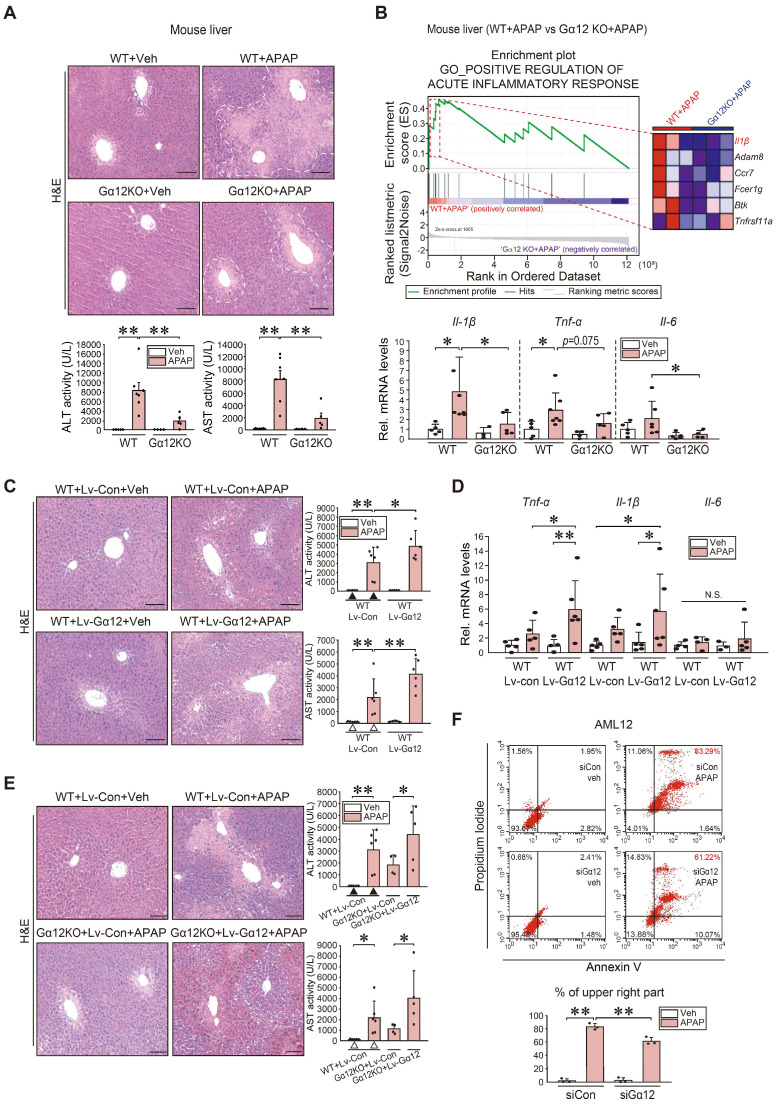
** Increase in inflammatory injuries of hepatocytes by Gα_12_ overexpression. (A)** Liver histopathology (H&E), serum alanine transaminase (ALT), and serum aspartate transaminase (AST) activities in WT or *Gna12* KO mice treated with APAP (300 mg/kg BW, 6 h) (n = 4-7 each). **(B)** GSEA plot of GO categories, leading-edge genes (upper, n = 3 each) (NES = 1.94, FDR < 0.1), and qRT-PCR assays in the same mice as in A (lower, n = 3-7 each). **(C)** Liver histopathology, ALT, and AST activities in the same mice as in Fig. 4G (n = 5 or 6 each). **(D)** qRT-PCR assays for inflammatory cytokines in the same mice as in Fig. 4G (n = 3-6 each). **(E)** Liver histopathology (left), ALT and AST activities (right) in the same mice as in Fig. 4H. For C and E, experiments were done at the same time and the marked control groups (▲ and △) were respectively shared for statistical analyses. **(F)** Flow cytometric analyses for fluorescein isothiocyanate-annexin V and propidium iodide (upper). The average proportion (%) of the upper right portion was measured (lower). AML12 cells were treated with APAP (10 mM, 24 h) after transfection with siCon or siGα_12_ (100 nM each, 24 h) (n = 3 each). For A-F, values represent the mean ± SD (*P < 0.05, **P < 0.01). Statistical significance was tested via one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedure, where appropriate. scale bar: 100 μm.

**Figure 8:**
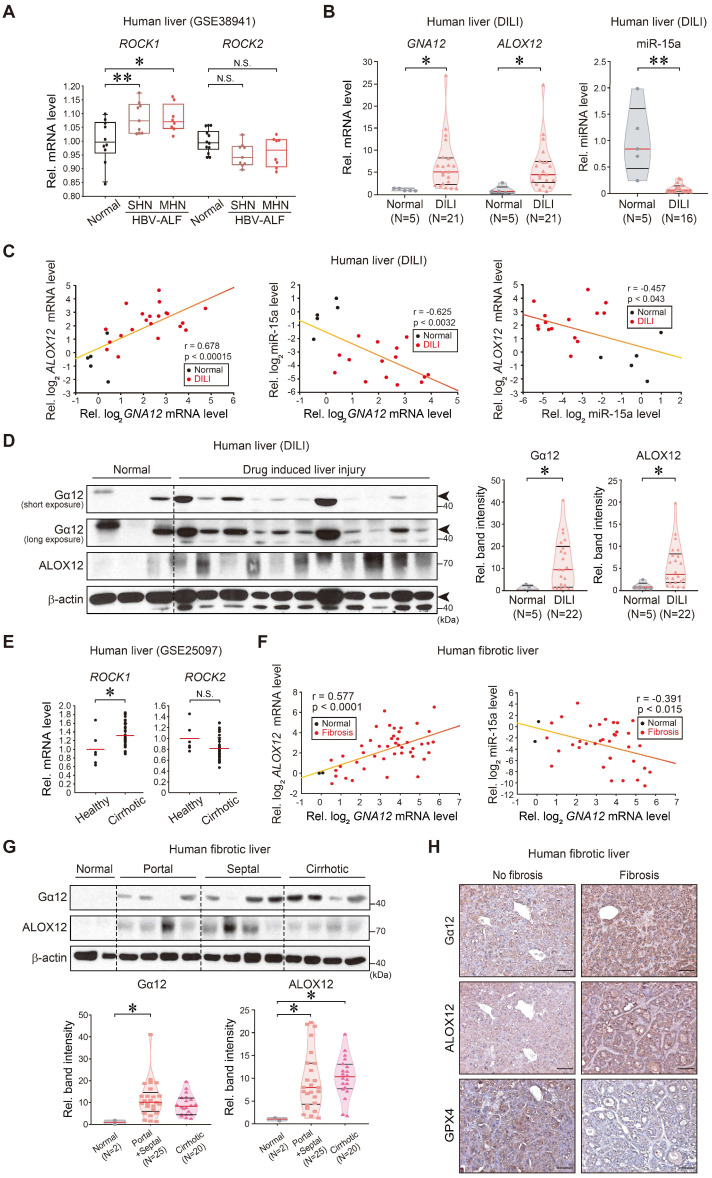
** Correlations between Gα_12_-ROCK1, ALOX12, miR-15a, and GPX4 in liver specimens of patients with acute liver injury or liver fibrosis. (A)** *ROCK1* and *ROCK2* transcript levels in the livers of healthy individuals or patients with HBV-acute liver failure (ALF). MHN, massive hepatic necrosis; SHN, submassive hepatic necrosis. The data are reported as a box-and-whisker plot. Box, interquartile range (IQR); whiskers, 5-95 percentiles; horizontal line within the box, median (n = 10 samples from 10 individual normal subjects; n = 8 samples from 2 patients with SHN-ALF; n = 9 samples from 2 patients with MHN-ALF; as described in the GSE38941 database). **(B)** *GNA12*, *ALOX12*, and miR-15a transcript levels in the livers of healthy individuals (n = 5) or patients with DILI (n = 21 for *GNA12* and *ALOX12*, and n = 16 for mir-15a). In some of the patient samples, *GNA12* (n = 1), *ALOX12* (n = 1) and miR-15a (n = 6) levels were undetectable. **(C)** Correlations between *GNA12* and *ALOX12* (left, n = 26), or *GNA12* and miR-15a (middle, n = 20), or miR-15a and *ALOX12* (right, n = 20) transcripts. In some samples, *GNA12* (n = 1), *ALOX12* (n = 1) and miR-15a (n = 6) levels were undetectable. **(D)** Immunoblottings for Gα_12_ and ALOX12 in healthy individuals (n = 5) or patients with DILI (left, n = 22), and their quantifications (right, n = 27). Representative blots were shown. Short and long exposures were shown for comparison. **(E)** *ROCK1* and *ROCK2* transcript levels in the livers of healthy individuals or a large cohort of patients with liver fibrosis (GSE25097, n = 46). **(F)** Correlations between *GNA12* and *ALOX12* (left, n = 47), or *GNA12* and miR-15a (right, n = 38) transcripts in patients with no fibrosis and liver fibrosis. MiR-15a levels in 9 patients with fibrosis were undetectable. **(G)** Immunoblottings for Gα_12_ and ALOX12 in patients with no fibrosis (Metavir score F0) or patients with the portal (Metavir score F1, 2) or septal (Metavir score F3) fibrosis, or those with cirrhotic (Metavir score F4) lesion (upper), and their quantifications (lower, n = 47). Fibrosis was scored as F0 (absent), F1 (portal fibrosis), F2 (portal fibrosis with few septa), F3 (septal fibrosis), and F4 (cirrhosis) according to the Metavir Score System. **(H)** Immunohistochemistry for Gα_12_, ALOX12, and GPX4 in patients without fibrosis (n = 2) or septal fibrosis (right, n = 10). Representative liver sections are shown. scale bar: 200 μm. For A and E, Values were expressed as mean ± SD (*P < 0.05, **P < 0.01). For B, D, and G, violin plots show all independent biological replicates with the median as a red straight line and the upper/lower quartiles as black straight lines (*P < 0.05, **P < 0.01). Statistical significance was tested via two-tailed Student's *t*-tests, Pearson correlation, or one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedure, where appropriate.

## Abbreviations

4-HNE: 4-hydroxynonenal
3-NT: 3-nitrotyrosine
Ad: adenovirus
ALOX12: arachidonate 12-lipoxygenase
ALT: alanine aminotransferase
ANOVA: analysis of variance
APAP: acetaminophen
ASO: antisense oligonucleotide
AST: aspartate aminotransferase
ATF6: activating transcription factor 6
BSO: buthionine sulfoximine
CASP1: caspase 1
CCl_4_: carbon tetrachloride
DILI: drug induced liver injury
ER: endoplasmic reticulum
FDR: false discovery rate
Fer-1: ferrostatin-1
Gα_12_: G protein subunit alpha 12
GEO: Gene Expression Omnibus
GFP: green fluorescence protein
GO: Gene Ontology
GPCR: G protein-coupled receptors
GPX4: glutathione peroxidase 4
GRP78: glucose regulatory protein 78
GSH: glutathione
GSEA: gene set enrichment analysis
IRE1α: inositol-requiring enzyme 1α
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: knockout
MHN: massive hepatic necrosis
miR-15a: microRNA-15a
miRNA: microRNA
MLKL: mixed lineage kinase domain like pseudokinase
NAC: N-acetylcysteine
NAPQI: N-acetyl-p-benzoquinone imine
NES: normalized enrichment score
PERK: protein kinase R-like endoplasmic reticulum kinase
PI: propidium iodide
PUFAs: polyunsaturated fatty acids
RhoA: ras homolog gene family member a
RIPK3: receptor-interacting serine/threonine-protein kinase 3
RNA-seq: RNA sequencing
ROCK1: rho associated coiled-coil containing protein kinase 1
ROCK2: rho associated coiled-coil containing protein kinase 2
ROS: reactive oxygen species
SHN: submassive hepatic necrosis
siRNA: small interfering RNA
Tm: tunicamycin
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling
UTR: untranslated region
WT: wild type
Xbp1: the X-box binding protein 1

## References

[1] Bernal W, Wendon J (2013). Acute liver failure. N Engl J Med.

[2] Andrade RJ, Chalasani N, Björnsson ES, Suzuki A, Kullak-Ublick GA, Watkins PB (2019). Drug-induced liver injury. Nature Reviews Disease Primers.

[3] Kang KW, Choi SY, Cho MK, Lee CH, Kim SG (2003). Thrombin induces nitric-oxide synthase via Galpha12/13-coupled protein kinase C-dependent I-kappaBalpha phosphorylation and JNK-mediated I-kappaBalpha degradation. J Biol Chem.

[4] Kim TH, Yang YM, Han CY, Koo JH, Oh H, Kim SS (2018). Gα12 ablation exacerbates liver steatosis and obesity by suppressing USP22/SIRT1-regulated mitochondrial respiration. J Clin Invest.

[5] Dara L, Ji C, Kaplowitz N (2011). The contribution of endoplasmic reticulum stress to liver diseases. Hepatology.

[6] Malhi H, Kaufman RJ (2011). Endoplasmic reticulum stress in liver disease. J Hepatol.

[7] Koo JH, Lee HJ, Kim W, Kim SG (2016). Endoplasmic Reticulum Stress in Hepatic Stellate Cells Promotes Liver Fibrosis via PERK-Mediated Degradation of HNRNPA1 and Up-regulation of SMAD2. Gastroenterology.

[8] Kim JY, Garcia-Carbonell R, Yamachika S, Zhao P, Dhar D, Loomba R (2018). ER Stress Drives Lipogenesis and Steatohepatitis via Caspase-2 Activation of S1P. Cell.

[9] Dixon SJ, Lemberg KM, Lamprecht MR, Skouta R, Zaitsev EM, Gleason CE (2012). Ferroptosis: an iron-dependent form of nonapoptotic cell death. Cell.

[10] Kagan VE, Mao G, Qu F, Angeli JP, Doll S, Croix CS (2017). Oxidized arachidonic and adrenic PEs navigate cells to ferroptosis. Nat Chem Biol.

[11] Wang H, An P, Xie E, Wu Q, Fang X, Gao H (2017). Characterization of ferroptosis in murine models of hemochromatosis. Hepatology.

[12] Friedmann Angeli JP, Schneider M, Proneth B, Tyurina YY, Tyurin VA, Hammond VJ (2014). Inactivation of the ferroptosis regulator Gpx4 triggers acute renal failure in mice. Nat Cell Biol.

[13] Gu JL, Müller S, Mancino V, Offermanns S, Simon MI (2002). Interaction of G alpha(12) with G alpha(13) and G alpha(q) signaling pathways. Proc Natl Acad Sci U S A.

[14] Mohar I, Stamper BD, Rademacher PM, White CC, Nelson SD, Kavanagh TJ (2014). Acetaminophen-induced liver damage in mice is associated with gender-specific adduction of peroxiredoxin-6. Redox Biol.

[15] Han CY, Lim SW, Koo JH, Kim W, Kim SG (2016). PHLDA3 overexpression in hepatocytes by endoplasmic reticulum stress via IRE1-Xbp1s pathway expedites liver injury. Gut.

[16] Xie Y, Hou W, Song X, Yu Y, Huang J, Sun X (2016). Ferroptosis: process and function. Cell Death Differ.

[17] Stockwell BR, Friedmann Angeli JP, Bayir H, Bush AI, Conrad M, Dixon SJ (2017). Ferroptosis: A Regulated Cell Death Nexus Linking Metabolism, Redox Biology, and Disease. Cell.

[18] Su L-J, Zhang J-H, Gomez H, Murugan R, Hong X, Xu D (2019). Reactive Oxygen Species-Induced Lipid Peroxidation in Apoptosis, Autophagy, and Ferroptosis. Oxid Med Cell Longev.

[19] Wang K, Zhang S, Marzolf B, Troisch P, Brightman A, Hu Z (2009). Circulating microRNAs, potential biomarkers for drug-induced liver injury. Proc Natl Acad Sci U S A.

[20] Riobo NA, Manning DR (2005). Receptors coupled to heterotrimeric G proteins of the G12 family. Trends Pharmacol Sci.

[21] Woolbright BL, Jaeschke H (2017). Role of the inflammasome in acetaminophen-induced liver injury and acute liver failure. J Hepatol.

[22] Ramachandran A, Jaeschke H (2019). Acetaminophen Hepatotoxicity. Semin Liver Dis.

[23] Jaeschke H, Duan L, Akakpo JY, Farhood A, Ramachandran A (2018). The role of apoptosis in acetaminophen hepatotoxicity. Food Chem Toxicol.

[24] Dara L, Johnson H, Suda J, Win S, Gaarde W, Han D (2015). Receptor interacting protein kinase 1 mediates murine acetaminophen toxicity independent of the necrosome and not through necroptosis. Hepatology.

[25] Yamada N, Karasawa T, Kimura H, Watanabe S, Komada T, Kamata R (2020). Ferroptosis driven by radical oxidation of n-6 polyunsaturated fatty acids mediates acetaminophen-induced acute liver failure. Cell Death Dis.

[26] Yang WS, Kim KJ, Gaschler MM, Patel M, Shchepinov MS, Stockwell BR (2016). Peroxidation of polyunsaturated fatty acids by lipoxygenases drives ferroptosis. Proc Natl Acad Sci U S A.

[27] Zhang XJ, Cheng X, Yan ZZ, Fang J, Wang X, Wang W (2018). An ALOX12-12-HETE-GPR31 signaling axis is a key mediator of hepatic ischemia-reperfusion injury. Nat Med.

[28] Chu B, Kon N, Chen D, Li T, Liu T, Jiang L (2019). ALOX12 is required for p53-mediated tumour suppression through a distinct ferroptosis pathway. Nature Cell Biology.

[29] Jiang XP, Ai WB, Wan LY, Zhang YQ, Wu JF (2017). The roles of microRNA families in hepatic fibrosis. Cell Biosci.

[30] Xin X, Wu M, Meng Q, Wang C, Lu Y, Yang Y (2018). Long noncoding RNA HULC accelerates liver cancer by inhibiting PTEN via autophagy cooperation to miR15a. Mol Cancer.

[31] Yang WS, SriRamaratnam R, Welsch ME, Shimada K, Skouta R, Viswanathan VS (2014). Regulation of ferroptotic cancer cell death by GPX4. Cell.

[32] Pan X, Lin Z, Jiang D, Yu Y, Yang D, Zhou H (2019). Erastin decreases radioresistance of NSCLC cells partially by inducing GPX4-mediated ferroptosis. Oncol Lett.

[33] Kaplowitz N (2005). Idiosyncratic drug hepatotoxicity. Nat Rev Drug Discov.

[34] Smilkstein MJ, Knapp GL, Kulig KW, Rumack BH (1988). Efficacy of oral N-acetylcysteine in the treatment of acetaminophen overdose. Analysis of the national multicenter study (1976 to 1985). N Engl J Med.

[35] Hahmann C, Schroeter T (2010). Rho-kinase inhibitors as therapeutics: from pan inhibition to isoform selectivity. Cell Mol Life Sci.

[36] Bai Q, Yan H, Sheng Y, Jin Y, Shi L, Ji L (2017). Long-term acetaminophen treatment induced liver fibrosis in mice and the involvement of Egr-1. Toxicology.

[37] Kim KM, Han CY, Kim JY, Cho SS, Kim YS, Koo JH (2018). Gα(12) overexpression induced by miR-16 dysregulation contributes to liver fibrosis by promoting autophagy in hepatic stellate cells. J Hepatol.

[38] Racanelli V, Rehermann B (2006). The liver as an immunological organ. Hepatology.

# Supplementary material for: Gα12 overexpression in hepatocytes by ER stress exacerbates acute liver injury via ROCK1-mediated miR-15a and ALOX12 dysregulation
**Source:** Theranostics. 2022 Jan 9;12(4):1570–88. doi: 10.7150/thno.67722
**Supplement:** Supplementary file 1 — Supplementary materials and methods, figures and tables.

## SUPPLEMENTAL MATERIALS

### $G\alpha_{12}$ overexpression in hepatocytes by ER stress exacerbates acute liver injury via ROCK1-mediated miR-15a and ALOX12 dysregulation

Jihoon Tak<sup>1</sup>, Yun Seok Kim<sup>2</sup>, Tae Hyun Kim<sup>1,3,4</sup>, Gil-Chun Park<sup>5</sup>, Shin Hwang<sup>5</sup>, and Sang Geon Kim<sup>6,\*</sup>

#### Table of contents

Materials and Methods

Supplementary References

Fig. S1. Correlation between *Gna12* and ER stress marker expression in liver injury models

Fig. S2. Effects of  $G\alpha_{12}$  knockdown on 4-HNE adducts formation

Fig. S3. An inverse correlation between  $G\alpha_{12}$  and GPX4 levels upon ferroptosis inducers

Fig. S4. Effects of Fer-1 on hepatocyte injury and  $G\alpha_{12}$  expression

Fig. S5. Effects of  $G\alpha_{12}$  modulation on *Alox12* and GPX4 levels in the liver of mice treated with APAP

Fig. S6. Effects of ROCK1/2 inhibition on ALOX12 in cells treated with APAP

Fig. S7. Effects of  $G\alpha_{12}$  modulations on liver inflammation and hepatocyte death

Fig. S8. Analysis of hepatic *Gna12*, *Alox12*, and *Gpx4* transcripts in rats treated with methapyrilene using GEO database

Supplementary Table 1

Supplementary Table 2

## Supplementary Materials and Methods

### *Materials*

Antibodies directed against  $G\alpha_{12}$  (sc-409, sc-515445), IRE1 $\alpha$  (sc-390960), GPX4 (sc-166570), and ALOX12 (sc-365194) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA). Anti-GRP78 (ab21685), anti-4-hydroxynonenal (ab46545), anti-3-nitrotyrosine (ab61392), and anti-ROCK1 (ab45171) antibodies were supplied from Abcam (Cambridge, UK), whereas anti-phospho PERK (Thr980) (3179), anti-ATF6 (65880), anti-XBP1s (83418S), anti-phospho MLC (91689), anti-ROCK2 (9029) antibodies were from Cell Signaling Technology (Danvers, MA). BODIPY 581/591 C11, horseradish peroxidase-conjugated goat anti-rabbit (G-21234), and goat anti-mouse (G-21040) IgGs were purchased from Invitrogen (Carlsbad, CA). Y-27632 (1254), ripasudil (K-115) hydrochloride dehydrate (S7995), and netarsudil (AR-13324) (B7807) were obtained from Tocris Biosciences (Bristol, UK), Selleckchem (Houston, TX), and APExBIO (Houston, TX), respectively. Anti- $\beta$ -actin antibody (A5441) and other reagents were purchased from Sigma-Aldrich (St. Louis, MO).

### *Analysis of human samples*

For the analysis of drug-induced liver injury (DILI) samples, human liver samples were obtained from donors and recipients undergoing liver transplantation from 2011 to 2020 after histologic examination and ultrasonography at Asan Medical Center (Seoul, South Korea) (IRB no. 2021-0839). During the donor sample procurement, an intraoperative assessment of the liver was systematically carried out to rule out fibrosis, cirrhosis, steatosis, and other abnormalities before transplantation (Supplementary Table 1). Human liver samples of normal individuals (n = 5) or DILI patients (n = 22) were processed for RNA isolation, immunoblottings for  $G\alpha_{12}$ , ALOX12, and qRT-PCR assays for miR-15a. All patients in this study provided written informed consent, and the study was approved by the institutional review board of Asan Medical Center.

For the human fibrosis analysis, nontumorous liver tissues adjacent to liver cancer were collected from patients who had been diagnosed with liver fibrosis or cirrhosis by histologic examination between

2006 and 2009 in Asan Medical Center (Seoul, Korea) (IRB no. 2012-0133) [1]. After resection, fresh surgical specimens were immediately snap-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$ . Informed consent from the patients was obtained before operations and the study protocol was approved by the institutional review board of Asan Medical Center in accordance with the ethical guidelines of the 1975 Declaration of Helsinki. Ethics approval was provided by the ethics committees of Seoul National University. G protein subunit alpha 12 ( $G\alpha_{12}$ ), arachidonate 12-lipoxygenase (ALOX12), glutathione peroxidase 4 (GPX4), and microRNA-15a (miR-15a) levels were measured among normal ( $n = 2$ ), portal fibrosis ( $n = 10$ ), septal fibrosis ( $n = 15$ ), and cirrhosis ( $n = 20$ ) groups.

### *RNA seq analysis*

For RNA-seq analysis, liver from either WT or *Gna12* KO mice treated with APAP (300 mg/kg BW, i.p.) or vehicle were used ( $n = 3$  each). The sampling protocol was applied in *Gna12* KO mice and their age-matched WT littermates. Total RNA concentration was calculated by Quant-IT RiboGreen (Thermo Fisher Scientific, R11490). To assess the integrity of the RNA, samples were run on the Tape Station RNA screen tape (Agilent Technologies, 5067-5576). Only high-quality RNA preparations, with RIN  $\geq 7.0$ , were used for RNA library construction. A library was independently prepared with 1  $\mu\text{g}$  total RNA for each sample by Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., RS-122-2101). The first step in the workflow involved purifying the poly-A containing mRNA molecules using poly-T-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen, 18064014) and random primers. This was followed by second-strand cDNA synthesis using DNA polymerase I, RNase H, and dUTP. These cDNA fragments then went through an end repair process, the addition of a single 'A' base, and then ligation of the adapters. The products were purified and enriched with PCR to create the final cDNA library. The libraries were quantified using KAPA Library Quantification Kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (Kapa Biosystems,

KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, 5067-5582). Indexed libraries were submitted to an Illumina NovaSeq 6000 (Illumina, Inc.), and the paired-end (2×100 bp) sequencing was done by Macrogen Incorporated. The raw transcriptomics data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE173595.

### *Bioinformatic analysis*

For RNA-seq analysis, the raw ‘Transcripts Per Kilobase Million (TPM)’ values were processed and normalized by logarithm and quantile normalization method. RNA-seq data from WT mice and *Gna12* KO mice treated with APAP were analyzed using Gene Set Enrichment Analysis (GSEA) 3.0 software. ‘Biological process of gene ontology (GO)’ from Molecular Signature Database (MSigDB, <http://software.broadinstitute.org/gsea/msigdb>) v6.2 was employed. False discovery rate (FDR) was used for statistical significance assessment of normalized enrichment score (NES). Gene sets with FDR values < 0.05 or 0.25 were considered statistically significant. Heat map represents the respective leading-edge subsets of the most upregulated genes. Publicly accessible patients or mouse gene expression data were downloaded from GEO database (<https://www.ncbi.nlm.nih.gov/geo/>; GSE2082, GSE51694, GSE74000, GSE44079, GSE38941, GSE25097, GSE40336, GSE104302, GSE99878, GSE75277, GSE29929, and GSE95470). Differentially expressed genes (DEGs) were then identified using an independent *t*-test: DEGs were selected as the genes with *P*-values < 0.001 or 0.05 with a fold-change of  $\geq 1.5$ , 4, or  $\leq 1.5$ . Statistically enriched signaling pathways of clustered DEGs were ranked and categorized according to the KEGG pathway using DAVID 6.8 software (<https://david.ncifcrf.gov/>). Each gene represented by an individual dot in a volcano plot and a heat map of significantly expressed genes were obtained by R software (version 3.6.0) using ggplot and gplots function for the visualization

### *Target gene delivery*

Adenovirus encoding mouse  $G\alpha_{12}$ QL (Q229L) was kindly provided from Dr. Patrick J. Casey (Duke

University Medical Center, Durham, NC). The mouse albumin enhancer/promoter construct, kindly provided by Dr. Richard D. Palmiter (University of Washington), was used to make a lentivirus encoding  $G\alpha_{12}$ ; the original elongation factor-1 promoter of pCDH-EF1-multiple cloning site-copepod super green fluorescent protein (copGFP) plasmid (System Biosciences) was replaced with the albumin enhancer/promoter. The coding region of pcDNA3- $G\alpha_{12}$  was extracted and was cloned downstream of the albumin enhancer/promoter, as described previously [2]. The constructs were sequenced to assess the integrity of the insert. For *in vivo* experiments, 100  $\mu$ l of  $1.5 \times 10^7$  TU was administered to 10-week-old WT or *Gna12* KO mice through the tail vein. At 7 days after injection, the mice were fasted overnight prior to a single dose of APAP treatment, and tissue samples were acquired 6 h later.

#### *Cell lines and primary hepatocytes*

AML12 cells (a mouse hepatocyte-derived cell line) were purchased from American Type Culture Collection (ATCC) (Rockville, Maryland), and were cultured in the DMEM/F-12 medium containing 10% FBS, insulin-transferrin-selenium X (ITSX), dexamethasone (40 ng/ml; Sigma), and the antibiotics. The cells with less than 20 passage numbers were used. Primary hepatocytes were isolated from C57BL/6 mice under the guidelines of the institutional animal use and care committee, as described previously [3], and plated in a 6-well dish at a density of  $2 \times 10^5$  cells/well, and wells with 70% to 80% confluence were used. Briefly, under anesthesia with Zoletil, livers were perfused with  $Ca^{2+}$ -free Hank's buffered salt solution (Invitrogen, Carlsbad, CA) for 10 min, followed by continuous perfusion with a 0.1% w/v collagenase (Sigma, Type I). The whole liver was removed, and minced in the phosphate-buffered saline. Mouse hepatocytes were filtered through a 0.2  $\mu$ m cell strainer (BD Biosciences) and centrifuged at 50 g for 2 min (three times) to separate hepatocytes. Hepatocytes were harvested into collagen-coated plates in isolation media (Dulbecco's modified Eagle's medium [DMEM], high glucose, supplemented with 10% fetal bovine serum [FBS], 100 units/mL penicillin and 100  $\mu$ g/mL streptomycin, 15 mM 4-(2-hydroxyethyl) piperazine-1-ethanesulfonic acid [HEPES], and 10 nM dexamethasone). After 3 to 4 h, unattached cells were removed by changing isolation media with

culture media (DMEM, low glucose, supplemented with 10% FBS, 100 units/mL penicillin, and 100 µg/mL streptomycin, 5 mM HEPES, and 10 nM dexamethasone). The attached hepatocytes were used for further analysis.

#### *RNA isolation and quantitative RT-PCR assays*

Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA) and was reverse-transcribed. The resulting cDNA was amplified by qRT-PCR as previously described [1]. β-actin or 18S rRNA or GAPDH was used as the normalization control. qRT-PCR assays for miRNA, cDNA was generated from equal amounts of total RNA per sample (1 µg) using the miScript Reverse Transcription kit (Qiagen GmbH, Hilden, Germany). The reaction mixture containing reverse transcription product, 2x QuantiTect SYBR Green PCR Master Mix, 10x miScript Universal Primer, and primers were incubated at 95°C for 15 min, followed by 40 amplification cycles of 94°C for 10 s, 55°C for 30 s, and 70°C for 30 s. The threshold cycle (Ct) was defined as the fractional cycle number at which the fluorescence passed the fixed threshold. Transcripts of U6 small RNA were quantified using the Hs\_RNU6B\_2 miScript Primer Assay (Qiagen, Hilden, Germany) for normalization of miRNA levels. The relative expression values were normalized to the internal control using  $2^{-\Delta\Delta C_t}$ . The primer sequences used for qRT-PCR assays were listed in Supplementary Table 2.

#### *Plasmid and small interfering RNA transfection*

The plasmids encoding for XBP1s and IRE1α were supplied from Addgene (Cambridge, MA). The empty plasmid, pcDNA3.1, was used for mock transfection. Cells were seeded in 6-well plates and were incubated with the indicated plasmid (1 µg) for transfection using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. Scrambled control siRNA or siRNA directed against Gα<sub>12</sub>, siIRE1α, siPERK, siATF6, siXBP1, siROCK1, and siROCK2 were supplied from Dharmacon (Lafayette, CO, USA). The cells were transfected with each small-interfering RNA (siRNA) (100 nM) using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA) for 24 h.

### *Luciferase reporter assays*

For reporter gene assays, the region containing -2,000 base pair (bp) of *Gna12* was cloned into the pGL3 luciferase vector (pGL3-Gna12). A mutation of Xbp1-RE was done by replacing the sequence of Xbp1 binding element from 5'-CATCTCTAG-3' to 5'-CAT**AAAA**AAG-3' (bolds indicate mutation). Cells were transfected with either pGL3-G $\alpha_{12}$  reporter or pGL3-G $\alpha_{12}$ -Xbp1-RE mutant reporter for 24 h in the presence of Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA), and luciferase activity was measured by adding luciferase assay reagent (Promega, Madison, WI).

### *Adenoviral infection*

Adenovirus encoding for mouse G $\alpha_{12}$ QL (Q229L) was kindly provided by Dr. Patrick J. Casey (Duke University Medical Center, Durham, NC). For *in vitro* assays using adenovirus, Ad-GFP was used as infection control.

### *Immunoblot analysis*

Cells were centrifuged at 3,000 g for 3 min and allowed to swell after the addition of lysis buffer in ice for 1 h. The lysates were centrifuged at 10,000 g for 10 min to obtain supernatants. Proteins were separated by 6%, 7.5%, or 12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and were transferred onto nitrocellulose membranes (Millipore, Bedford, MA). The membrane was blocked with 5% non-fat dried milk in Tris-buffered saline and Tween 20 (TBST) (20 mM Tris-HCl, 150 mM NaCl, and 0.1% Tween 20, pH 7.5) for 1 h, and incubated overnight with primary antibodies at 4°C. After washing with TBST buffer, membranes were incubated with a horseradish peroxidase-conjugated anti-mouse IgG secondary antibody for 1 h at room temperature. Bands were visualized using the ECL chemiluminescence system (GE Healthcare, Buckinghamshire, UK). Equal loading of proteins was verified by immunoblotting for  $\beta$ -actin. Quantifications were done by scanning densitometry of the immunoblots and  $\beta$ -actin normalization.

### *Immunohistochemistry*

Formalin-fixed, paraffin-embedded human fibrotic liver samples were cut using a microtome into 4- $\mu$ m thickness. The tissue sections were mounted on glass slides. Antibodies of interest ( $G\alpha_{12}$ , ALOX12, and GPX4) were incubated overnight at room temperature with the slide-mounted method. Mouse liver specimens were fixed in 10% formalin, embedded in paraffin, cut into sections, and were mounted on slides. Tissue sections were immunostained with the antibodies directed against  $G\alpha_{12}$ , GRP78, 4-HNE, ALOX12, and GPX4. Briefly, the paraffin-embedded sections were deparaffinized with xylene and rehydrated with alcohol series. After antigen retrieval was performed, the endogenous peroxidase activity was quenched. The sections were pretreated with 10% normal donkey serum for 40 min to block nonspecific antibody binding and incubated with the antibodies of interest overnight at 4 °C. The sections were then treated with 2% normal donkey serum for 15 min and incubated with biotin-SP-conjugated affinity pure donkey anti-rabbit IgG for 2 h. The labeling was done by using 3,3'-diaminobenzidine. After mounting with Permount solution, the sections were examined using a light microscope (DMRE, Leica Microsystems, Wetzlar, Germany), and images were acquired with Fluoview-II (Soft Imaging System GmbH, Muenster, Germany) attached on the microscope.

### *Transfection of miRNA mimic or antisense oligonucleotide*

Synthetic miRNA duplexes were synthesized and transfected, as previously described [4]. Briefly, the cells in each well (6-well plates) were transiently transfected with 100 nM of miR-15a mimic or control mimic (GenePharma, China), or 2'-O-methyl miR-15a antisense oligonucleotide (ASO) or respective control ASO using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA) for 48 h.

### *Alox12 3'-UTR reporter assays*

The miRNA 3'-untranslated region (UTR) target clone (Luc-*Alox12*-3'UTR), which contains Renilla luciferase as internal control fused downstream to firefly luciferase, was purchased from

GeneCopoeia (MmiT090956-MT06; Rockville, MD). Luciferase activity assays were done according to manufacturer protocols. Briefly, AML12 cells were seeded in 6-well plates, and co-transfected with Luc-*Alox12*-3'UTR reporter and miR-15a mimic (or ASO) or its relative control using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA). The target site within the *Alox12* 3'UTR reporter was used to generate a mutant reporter construct (5'-UCG**CCGCG**-3', bolds indicate mutations), which was used as a negative control. Firefly and Renilla luciferase activities were measured sequentially using the Luc-Pair miR Luciferase Assay kit (GeneCopoeia, Rockville, MD). The activities were normalized with Renilla luciferase activities and expressed in relative luciferase activity units.

#### *Blood biochemical analysis and histopathology*

Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activities were analyzed using Spectrum (Abbott Laboratories, Abbott Park, IL). Hematoxylin and eosin (H&E) staining was done as described [5]. Terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick-end labeling (TUNEL) assays were carried out using the *in situ* S7100 ApopTAG apoptosis detection kit from Millipore (Temecula, CA) and the DeadEnd Colorimetric TUNEL System from Promega (Madison, WI) according to the manufacturer's instructions. For the counting of TUNEL-positive cells, three fields/slides at  $\times 100$  magnification were randomly selected, and the percentage of TUNEL-positive staining was assessed using Image J (National Institutes of Health) software. Data were obtained from two to three samples per condition.

#### *Flow cytometric analysis*

Apoptosis was analyzed by the FITC-annexin V plus PI staining method according to the published method [6]. Briefly, cells were harvested by trypsinization. After washing with PBS containing 1% FBS, the cells were stained with 5  $\mu$ l FITC-annexin V and 1  $\mu$ l PI/ $\sim 2 \times 10^5$  cells. The fluorescence intensity in the cells was assessed using BD fluorescence-activated cell sorting (FACS) Calibur II flow cytometer and the Cell Quest software (BD Biosciences, San Jose, CA). In each analysis, 10,000 gated events

were recorded.

*Fluorescence-activated cell sorting of BODIPY staining*

C11-BODIPY581/591 was prepared by dissolving 1 mg of the product in dimethylsulfoxide to a concentration of 1 mM. AML12 cells were transfected with siCon or siG $\alpha_{12}$  for 24 h. The Cells were incubated for 30 min at 37 °C with C11-BODIPY581/591 (1  $\mu$ M) in a growth medium 24 h after 10 mM APAP treatment. After washing with PBS twice, the cells were harvested by trypsinization. The cells were then placed in 1% FBS after centrifugation for 2.5 min. In each analysis, 10,000 gated events were recorded. The fluorescence intensity in the cells was assessed using the FACS Calibur II flow cytometer and the Cell Quest software (BD Biosciences, San Jose, CA).

### Supplementary References

1. Yang YM, Lee WH, Lee CG, An J, Kim ES, Kim SH, et al. Gα12 gep oncogene deregulation of p53-responsive microRNAs promotes epithelial-mesenchymal transition of hepatocellular carcinoma. *Oncogene*. 2015; 34: 2910-21.
2. Kim TH, Yang YM, Han CY, Koo JH, Oh H, Kim SS, et al. Gα12 ablation exacerbates liver steatosis and obesity by suppressing USP22/SIRT1-regulated mitochondrial respiration. *J Clin Invest*. 2018; 128: 5587-602.
3. Yang YM, Seo SY, Kim TH, Kim SG. Decrease of microRNA-122 causes hepatic insulin resistance by inducing protein tyrosine phosphatase 1B, which is reversed by licorice flavonoid. *Hepatology*. 2012; 56: 2209-20.
4. Zhang Q, Pu R, Du Y, Han Y, Su T, Wang H, et al. Non-coding RNAs in hepatitis B or C-associated hepatocellular carcinoma: potential diagnostic and prognostic markers and therapeutic targets. *Cancer Lett*. 2012; 321: 1-12.
5. Han CY, Lim SW, Koo JH, Kim W, Kim SG. PHLDA3 overexpression in hepatocytes by endoplasmic reticulum stress via IRE1-Xbp1s pathway expedites liver injury. *Gut*. 2016; 65: 1377-88.
6. Yang YM, Lee CG, Koo JH, Kim TH, Lee JM, An J, et al. Gα12 overexpressed in hepatocellular carcinoma reduces microRNA-122 expression via HNF4α inactivation, which causes c-Met induction. *Oncotarget*. 2015; 6: 19055-69.

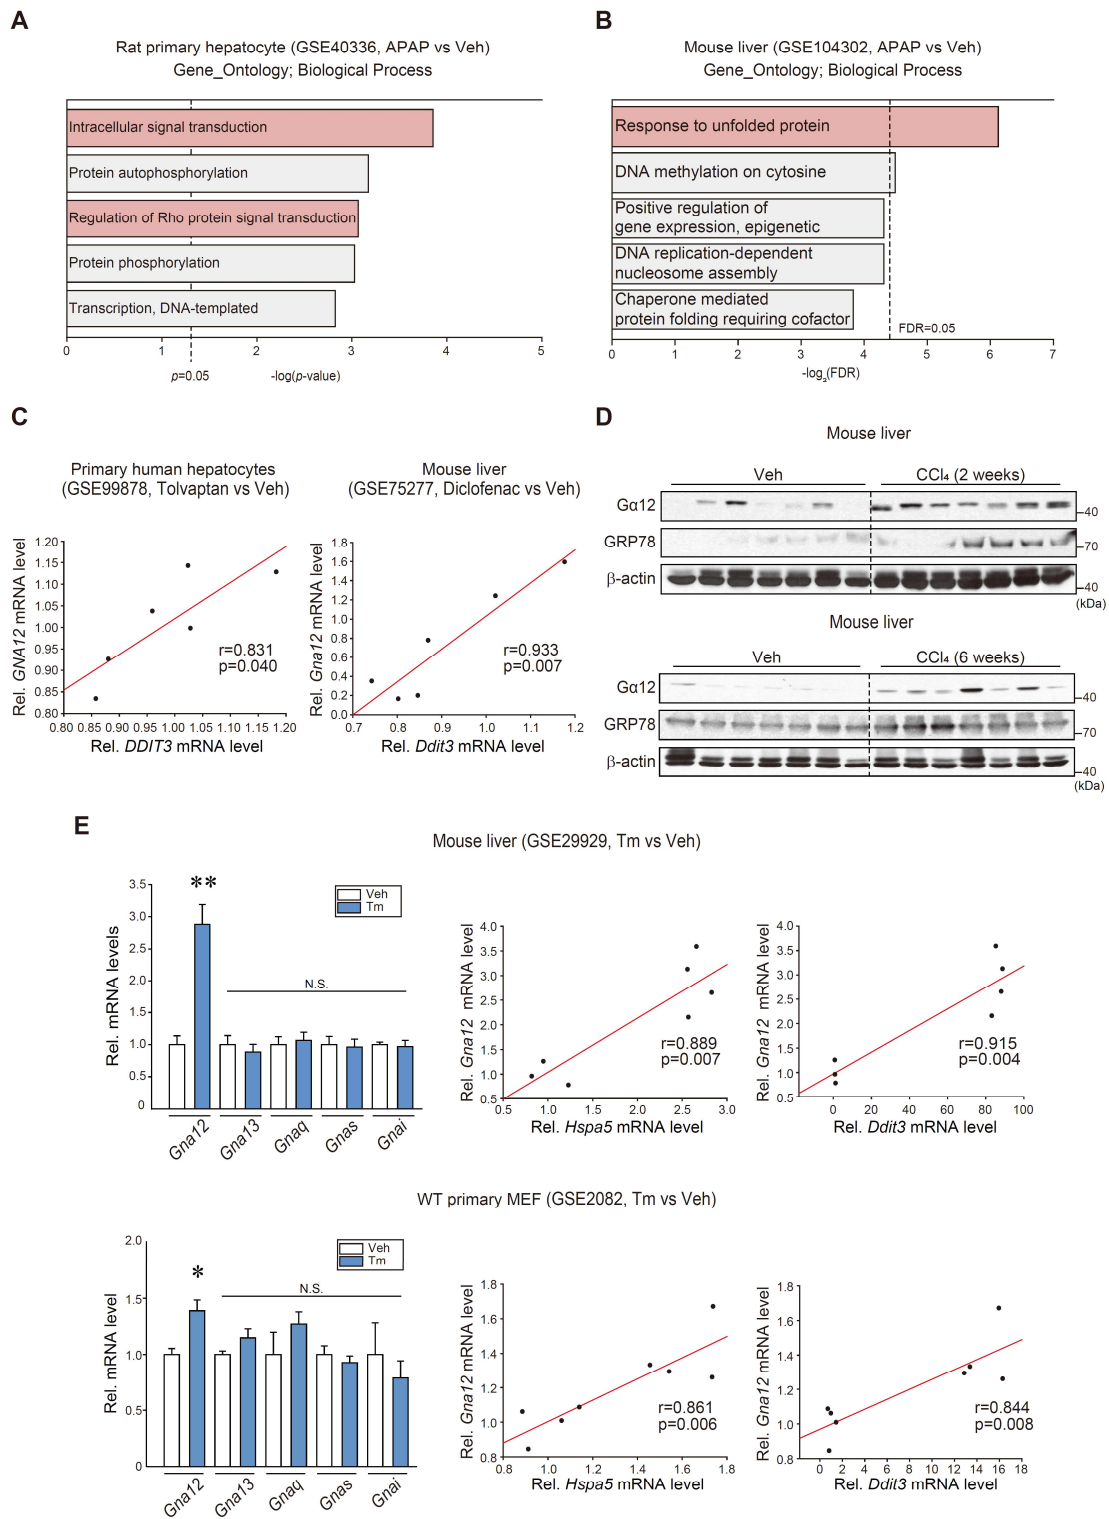

**Supplementary Figure 1. Correlation between *Gna12* and ER stress marker expression in liver injury models**

(A) Gene ontology analysis using microarray dataset from rat primary hepatocytes treated with APAP (500  $\mu$ M, 48 h) (GSE40336). Major top 5 biological processes using the DAVID bioinformatics database. GO terms relevant to cell signaling were presented as pink bar graphs.

(B) Gene ontology analysis of major top 5 biological processes in the liver of mice treated with APAP (300 mg/kg BW, i.p., 6 h). A pink bar graph indicates GO term relevant to ER stress (GSE104302, n = 3 each, FDR < 0.08).

(C) Correlation between *GNAI2* and ER stress marker transcript (*DDIT3*) using GSE99878 dataset available in the public domain from primary human hepatocytes treated with tolcapton (0.1  $\mu$ M, 4 h) or vehicle (left, n = 3 each) and GSE75277 dataset from the liver of mice treated with diclofenac (30 mg/kg BW, 72 h) or vehicle (right, n = 3 each).

(D) Immunoblottings for  $G\alpha_{12}$  in the liver of mice treated with  $CCl_4$  (0.5 mL/kg BW, for 2 or 6 weeks).

(E)  $G\alpha$  subunits transcript levels and the correlation between *Gna12* and ER stress marker transcripts (*Hspa5* and *Ddit3*) using GSE29929 dataset available in the public domain from the livers of mice treated with Tm (1 mg/kg BW, 6 h) or vehicle (upper, n = 3 or 4) and GSE2082 dataset from primary MEF cells treated with Tm (2  $\mu$ g/ml, 8 h) or vehicle (lower, n = 4 each).

For E, values were expressed as mean  $\pm$  SD (\* $P$  < 0.05, \*\* $P$  < 0.01). Statistical significance was tested via two-tailed Student's *t*-test or Pearson correlations.

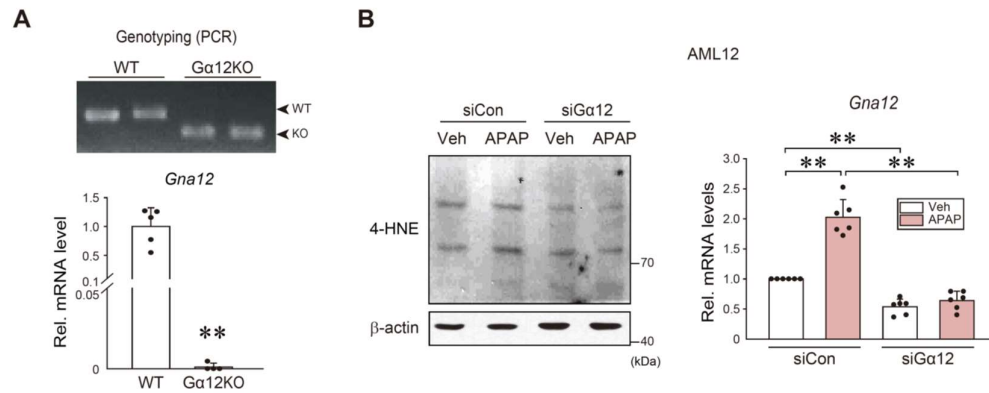

### Supplementary Figure 2. Effect of $G\alpha_{12}$ knockdown on 4-HNE adducts formation

(A) PCR analysis for *Gna12* in genomic DNAs isolated from the tails of WT (littermates) and *Gna12* KO mice (upper). qRT-PCR assay for *Gna12* was done using liver homogenates from the same mice (lower, n = 4 or 5 each).

(B) Immunoblotting for 4-HNE adducts in AML12 cells treated with APAP (10 mM, 12 h) after transfection with siCon or si $G\alpha_{12}$  (100 nM each, 24 h) (left). Validation of siRNA knockdown effect on  $G\alpha_{12}$  (right, n = 6 each).

All values were expressed as mean  $\pm$  SD (\*\* $P < 0.01$ ). Statistical significance was tested via two-tailed Student's *t*-test or one-way ANOVA coupled with Tukey's HSD multiple comparison procedure where appropriate.

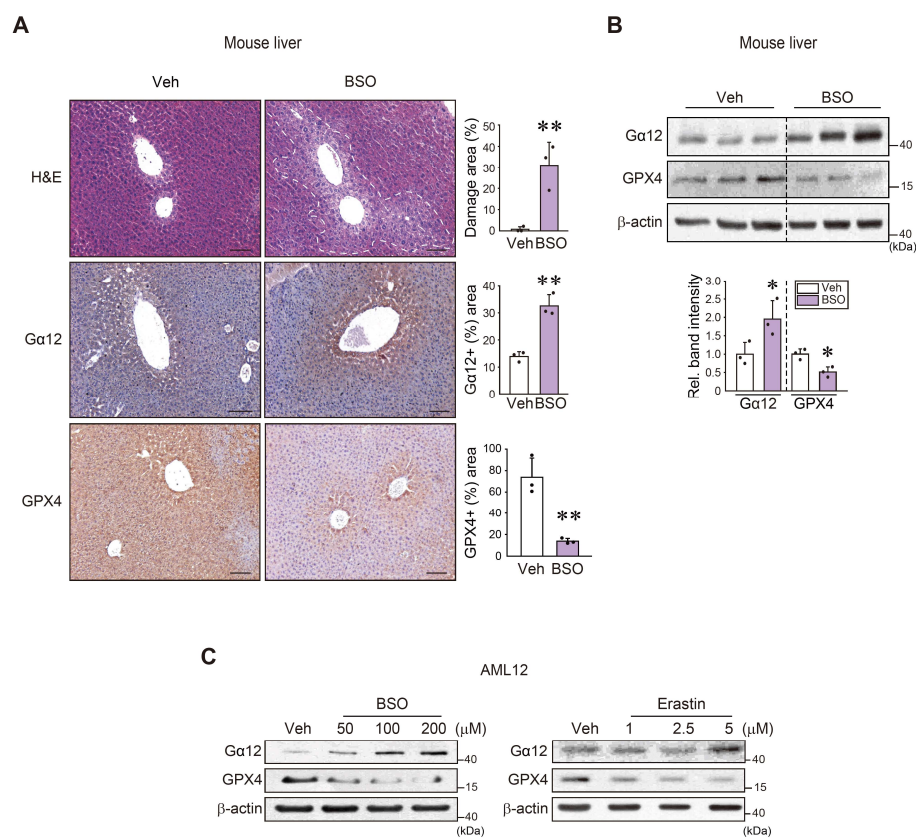

### Supplementary Figure 3. An inverse correlation between $G\alpha_{12}$ and GPX4 levels upon ferroptosis inducers

(A) Liver histopathology in the livers of mice treated with a single dose of BSO (1 g/kg BW, i.p., 6 h) and immunohistochemistry for  $G\alpha_{12}$  and GPX4 (n = 3 each). Percent areas of damaged lesions and  $G\alpha_{12}$  staining lesions were measured using the Image J program.

(B) Immunoblottings (upper) for  $G\alpha_{12}$  and GPX4 in the livers. The densitometric band intensities represent values relative to their respective controls (lower, n = 3 each).

(C) Immunoblottings for  $G\alpha_{12}$  and GPX4 in AML12 cells treated with the indicated concentrations of BSO (n = 2) or Erastin for 12 h (n = 3 each; repeated 3 times with similar results).

For A and B, values were expressed as mean  $\pm$  SD (\*\* $P < 0.01$ ). Statistical significance was tested via two-tailed Student's *t*-test.

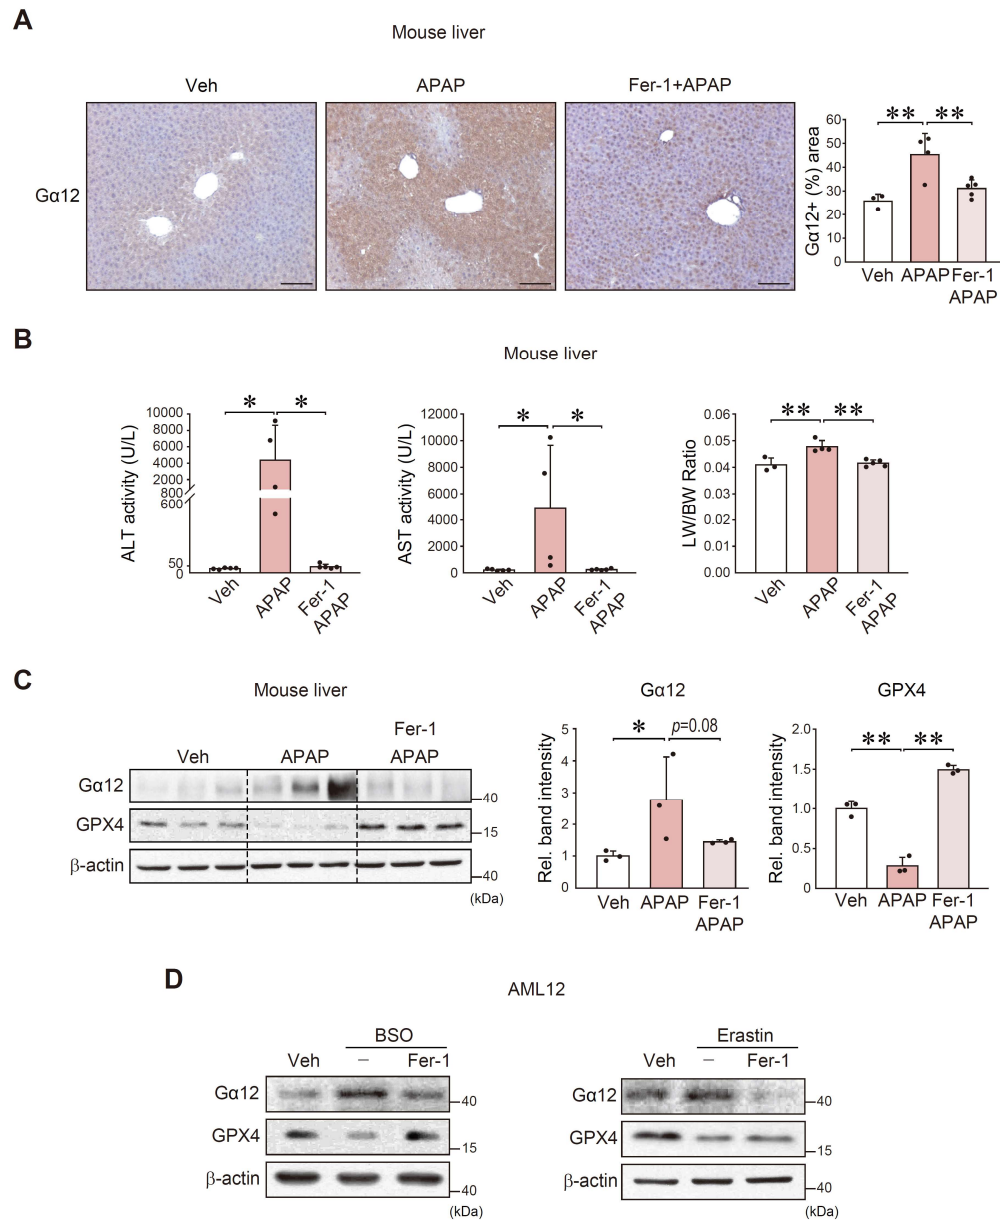

**Supplementary Figure 4. Effects of Fer-1 on hepatocyte injury and Gα<sub>12</sub> expression**

(A) Immunohistochemistry for Gα<sub>12</sub> in the livers of mice treated with APAP (300 mg/kg BW, i.p., 6 h) 1 h after vehicle or Fer-1 (1 mg/kg BW, i.p.) treatment (left). Percent areas of Gα<sub>12</sub> were assessed using the Image J program (n = 3-5 each) (right). scale bar, 200 μm.

(B) Serum ALT, AST activities, and LW/BW ratios in the same mice as in A (n = 4 or 5 each).

(C) Immunoblottings for G $\alpha_{12}$  and GPX4 in the same mice as in A (left). Densitometric band intensities represent values relative to respective control (right, n = 3 each).

(D) Immunoblottings for G $\alpha_{12}$  and GPX4 in AML12 cells treated with either BSO (200  $\mu$ M, 12 h) or Erastin (5  $\mu$ M, 12 h) 1 h after vehicle or Fer-1 treatment (1  $\mu$ M).

For A-C, values were expressed as mean  $\pm$  SD (\* $P$  < 0.05, \*\* $P$  < 0.01). Statistical significance was tested via one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedures where appropriate.

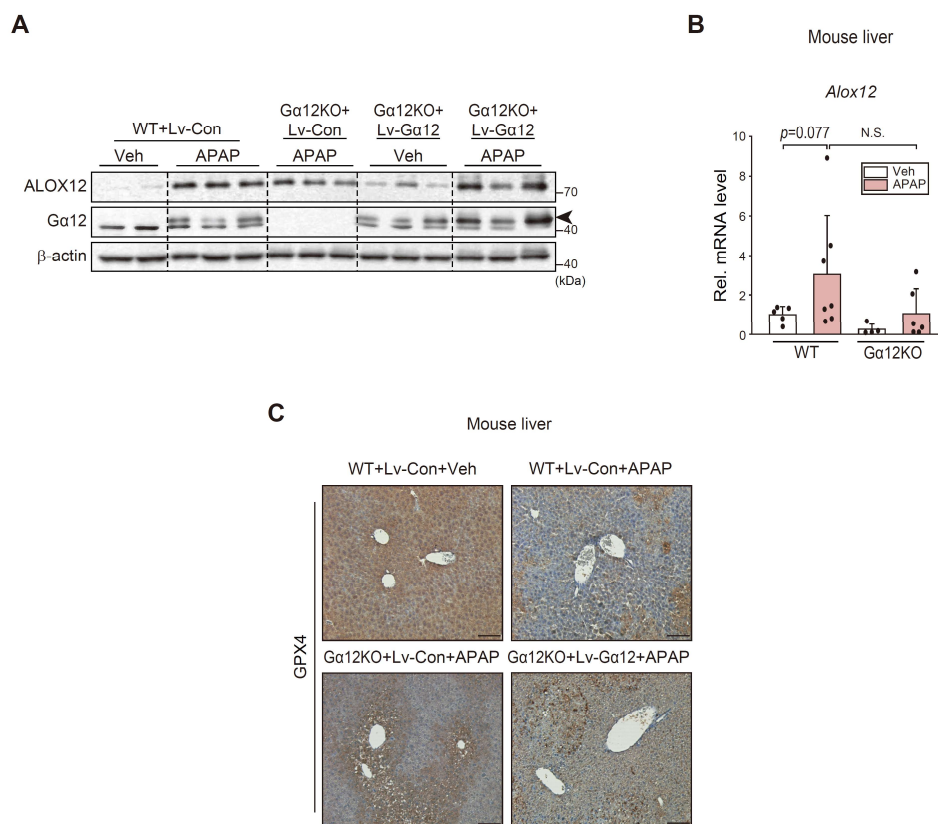

**Supplementary Figure 5. Effects of  $G\alpha_{12}$  modulation on *Alox12* and GPX4 levels in the liver of mice treated with APAP**

(A) Immunoblottings for ALOX12 and  $G\alpha_{12}$  in the same mice as in Fig. 4H. *Gna12* KO mice were treated with Veh or APAP 1 week after injection with Lv-Con or Lv- $G\alpha_{12}$  via the tail vein (n = 4-6 each). Arrowhead indicates  $G\alpha_{12}$  band.

(B) qRT-PCR assays for *Alox12* in the liver of WT or *Gna12* KO mice treated with vehicle or APAP (300 mg/kg BW, i.p., 6 h) (n = 4-7 each).

(C) Immunohistochemistry for GPX4 in the same samples as in Fig. 4H. Representative liver sections were shown (n = 5-6 each). scale bar, 200  $\mu$ m.

For B, values were expressed as mean  $\pm$  SD. Statistical significance was tested via one-way ANOVA coupled with the LSD multiple comparison procedure where appropriate.

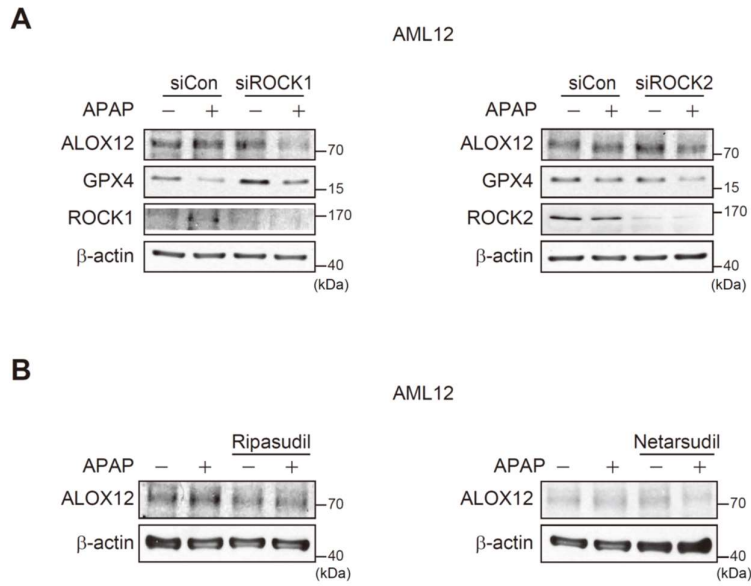

**Supplementary Figure 6. Effects of ROCK1/2 inhibition on ALOX12 in cells treated with APAP**

(A) Immunoblottings for ALOX12, GPX4, ROCK1, and ROCK2 in AML12 cells treated with APAP (10 mM, 12 h) after transfection with control siRNA (siCon) or siRNA directed against ROCK1 and ROCK2 (100 nM, 24 h).

(B) Immunoblottings for ALOX12 in AML12 cells treated with APAP (10 mM, 12 h) after vehicle, 50  $\mu$ M ripasudil or 2  $\mu$ M netarsudil treatment for 1 h.

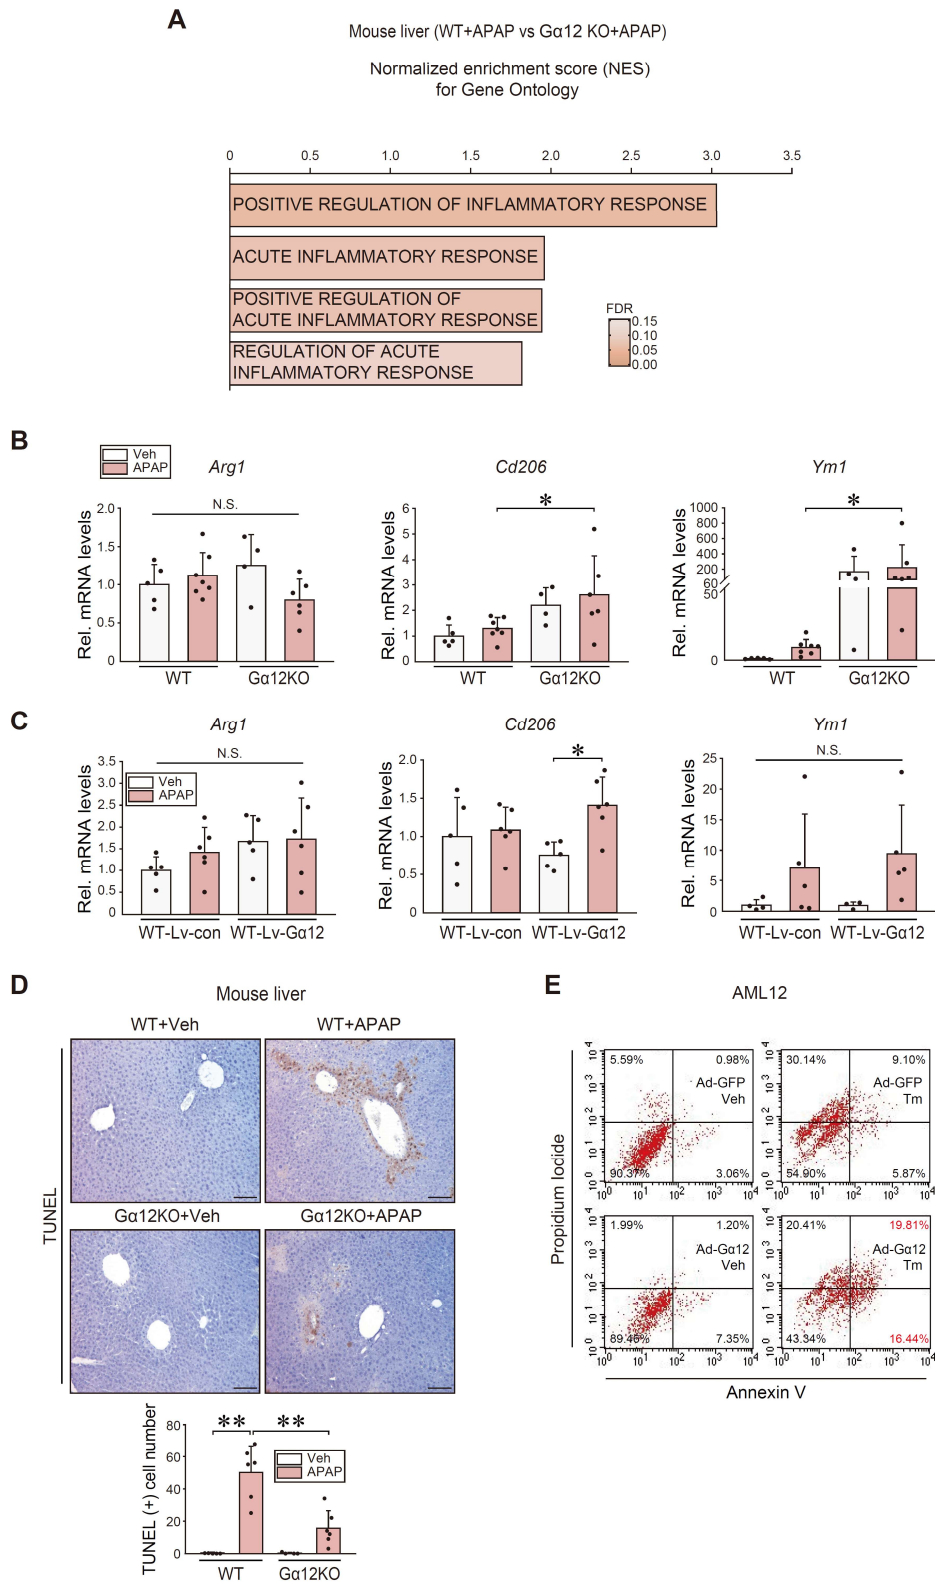

**Supplementary Figure 7. Effects of  $G\alpha_{12}$  modulations on liver inflammation and hepatocyte death**

(A) GO terms associated with inflammatory response positively correlated with WT mice treated with APAP (300 mg/kg BW, i.p., 6 h) compared to the *Gna12* KO mice treated with APAP (n = 3 each). NES and FDR are given as a bar graph.

(B) qRT-PCR assays for inflammatory cytokines (*Arg1*, *Cd206*, and *Ym1*) in the liver of the same mice as in Fig. 3A (n = 4-7 each).

(C) qRT-PCR assays for inflammatory cytokines (*Arg1*, *Cd206*, and *Ym1*) in the same mice as in Fig. 4G (n = 3-6 each).

(D) Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assays. TUNEL stainings were done on the livers of WT or *Gna12* KO mice treated with a single dose of APAP (300 mg/kg BW, i.p., 6 h) (upper). TUNEL-positive cells were randomly counted from 4-6 samples (lower).

(E) Flow cytometric analyses for fluorescein isothiocyanate-annexin V and propidium iodide in AML12 cells treated with Tm (2  $\mu$ g/ml, 12 h) 6 h after infection with ad-GFP or ad- $G\alpha_{12}$ .

For B-D, values were expressed as mean  $\pm$  SD (\* $P$  < 0.05, \*\* $P$  < 0.01). Statistical significance was tested via one-way ANOVA coupled with Tukey's HSD or the LSD multiple comparison procedures where appropriate.

Rat liver (GSE95470, Methapyrilene vs Veh)

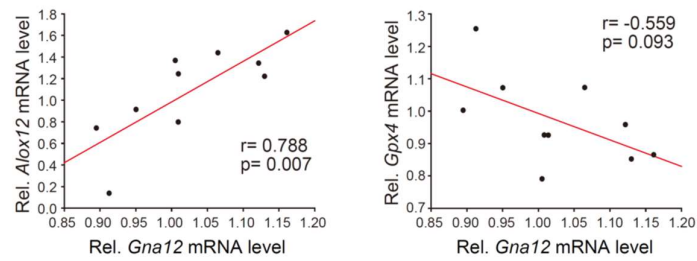

**Supplementary Figure 8. Analysis of hepatic *Gna12*, *Alox12*, and *Gpx4* transcripts in rats treated with methapyrilene using GEO database**

The positive correlation between *Gna12* and *Alox12* transcripts (left) and the negative correlation between *Gna12* and *Gpx4* (right) using the GSE95470 dataset available in the public domain from the livers of rats treated with methapyrilene (80 mg/kg BW/day, for 8 days, p.o.) or vehicle (n = 5 each).

Data were analyzed by Pearson correlations.

**Supplementary Table 1. Characteristics of normal subjects and patients with DILI**

| Parameters                                |                            | Normal<br>(n = 5) | DILI<br>(n = 22) | P value            |
|-------------------------------------------|----------------------------|-------------------|------------------|--------------------|
| Age (years)                               |                            | 27.2 ± 8.2        | 46.1 ± 11.7      | 0.002              |
| Sex (male/female)                         |                            | 2/3               | 9/13             | -                  |
| Body mass index (kg/m <sup>2</sup> )      |                            | 25.3 ± 2.8        | 24.8 ± 3.1       |                    |
| Diabetes (n, %)                           |                            | -                 | 2 (9.1%)         |                    |
| Hypertension (n, %)                       |                            |                   | 5 (22.7%)        |                    |
| Suspected<br>hepatotoxic<br>agents (n, %) | Herb<br>medication         | -                 | 7 (31.8%)        |                    |
|                                           | Drug<br>medication         |                   | 6 (27.3%)        |                    |
|                                           | Unknown                    |                   | 9 (40.9%)        |                    |
| Pretransplant<br>condition                | MELD score                 | 7.8 ± 1.3         | 31.9 ± 7.8       | 0.000              |
|                                           | CTP score                  | 5.0               | 11.5 ± 1.7       | 0.000 <sup>#</sup> |
|                                           | AST (U/L)                  | 27.4 ± 5.9        | 315.6 ± 326.6    | 0.000 <sup>#</sup> |
|                                           | ALT (U/L)                  | 25.4 ± 3.4        | 444.3 ± 649.0    | 0.003 <sup>#</sup> |
|                                           | Total bilirubin<br>(mg/dL) | 1.02 ± 0.20       | 25.98 ± 13.73    | 0.000              |
|                                           | PT INR                     | 1.03 ± 0.07       | 2.85 ± 1.17      | 0.000 <sup>#</sup> |

Data represent either n per group or mean ± SD, and differences between groups were tested using Student's t-test or Mann-Whitney U test <sup>#</sup>. Abbreviations: MELD score, model for end-stage liver disease score; CTP score, Child-Turcotte-Pugh score; AST, aspartate aminotransferase; ALT, alanine aminotransferase; PT INR, prothrombin time international normalized ratio.

**Supplementary Table 2. The sequences of primers**

| <b>Genes symbols</b><br><b>(Human)</b> | <b>Forward</b>            | <b>Reverse</b>                   |
|----------------------------------------|---------------------------|----------------------------------|
| <i>GNAI2</i>                           | CTCAAGGGCTCAAGGGTTCTT     | CAGGAACATCCCATGCTTCTC            |
| <i>ALOX12</i>                          | GATCCCCCATATCCGCTACAC     | CCACCTGTGCTCACTGCCTTAT           |
| <i>GAPDH</i>                           | GAAGGTGAAGGTCGGAGTC       | GAAGATGGTGATGGGATTTC             |
| <b>Genes symbols</b><br><b>(Mouse)</b> | <b>Forward</b>            | <b>Reverse</b>                   |
| <i>Gna12</i>                           | TGCTTCGACGGCATCACA        | GAAGTGCTTCTTAATGCTCACA           |
| <i>Hspa5</i>                           | TGGTATTCTCCGAGTGACAGC     | AGTCTTCAATGTCCGCATCC             |
| <i>Xbpl1s</i>                          | GAGTCCGCAGCAGGTG          | GTGTCAGAGTCCATGGGA               |
| <i>Il1b</i>                            | GGAGAACCAAGCAACGACAAAATA  | TGGGGAACCTCTGCAGACTCAAAC         |
| <i>Tnfa</i>                            | TACTGAACTTCGGGGTGATCGGTCC | CAGCCTTGTCCTTGAAGAGAACC          |
| <i>Il6</i>                             | TTCCATCCAGTTGCCTTCTT      | ATTTCACGATTTCCCAGAG              |
| <i>Arg1</i>                            | CTCCAAGCCAAAGTCCTTAGAG    | AGGAGCTGTCATTAGGGACATC           |
| <i>Mrc1</i>                            | CTCTGTTTCAGCTATTGGACGC    | CGGAATTTCTGGGATTCAGCTTC          |
| <i>Chil3</i>                           | CAGGTCTGGCAATTCTTCTGAA    | GTCTTGCTCATGTGTGTAAGTGA          |
| <i>β-actin</i>                         | CTGAGAGGGAAATCGTGCGT      | TGTTGGCATAGAGGTCTTTACGG          |
| <i>18S rRNA</i>                        | GTAACCCGTTGAACCCCAT       | CCATCCAATCGGTAGTAGCG             |
| <b>microRNAs</b>                       | <b>Forward</b>            | <b>Reverse</b>                   |
| miR-15a                                | TAGCAGCACATAATGGTTTGTG    | Universal reverse primer         |
| U6                                     | GGGCAGGAAGAGGGCCTAT       | (Qiagen proprietary information) |

How the deposited data were processed for this re-analysis (not part of the article)

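Liver RNA-seq data from 12 male mice were used, 3 in each of the 4 combinations of genotype label (WT or *Gna12* KO) and treatment (vehicle or 300 mg/kg APAP for 6 h). Each library was assigned to its group by its own label, and 0 of the per-sample columns were left unassigned. The authors deposited 1 table of 45777 genes with 3 measures per library. The read counts deposited by the authors are whole numbers without normalization. The FPKM values deposited by the authors are scaled by transcript length and by the number of fragments in the library. The TPM values deposited by the authors sum to just under the same total in each library and precede the logarithm and quantile normalization that the paper applied. Paired-end reads of poly-A RNA were sequenced on an Illumina NovaSeq, and the paper's text does not name the aligner or the counting tool. All replicates were separate livers. No count was recorded in any library for 19370 genes, and 0 entries lacked a gene name. Gene coordinates came from the RefSeq table of GRCm38, the same build as mm10, which held 45679 (99.8%) of the genes.

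The total count per library ranged from 49737950 to 69566079, and a gene with 0 counts in a library was taken to lie at or under a floor of 3 counts. A fold change against a group in which no library exceeded the floor is given as a lower bound computed against the floor. Intervals and floors cover counting error only.

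Counts were scaled by the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest as installed) in R 4.3.3, after the filterByExpr filter on low counts, with the Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The comparisons were APAP against vehicle in WT mice, WT against the KO label after APAP, APAP against vehicle under the KO label, and WT against the KO label with vehicle, each on only the 6 livers compared. The genotype by treatment interaction was tested on all 12 livers. Counts of genes by the paper's criteria used an unadjusted p-value under 0.05 and a fold change of at least 1.5, and the overlap of Figure 4A used fold changes of at least 2.5 and 2. CPM values are given as mean and SD after TMM scaling. The quasi-likelihood test gives no standard error. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic.

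Lists of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with the adjustment over the lists that had at least 3 tested genes. Before the data were examined, 27 lists were written by hand: G protein-coupled receptor signaling, ROCK effectors, IQGAP with actin and tubulin, superoxide generation, the acute inflammatory leading edge, the inflammatory response, arachidonic acid binding, the unfolded protein response, ferroptosis, NRF2 targets, acetaminophen metabolism, pericentral and periportal hepatocytes, neutrophils, Kupffer cells, monocytes, lymphocytes, platelets, erythroid cells, the circadian clock, fasting, lipogenesis, fatty acid elongation, the Y chromosome, X inactivation and the genes named in the paper, among others. A further list is not reported here. The X inactivation list holds *Xist* alone and was too small to test. Lists of the interferon response and of the acute phase were written after these patterns had been seen. The leading edge genes were picked by the study from these livers. The lists that stand in for the paper's gene sets follow themes that the paper found in these same livers. A call for such a list is therefore not independent evidence of its theme.

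Genes named in the text were chosen by a rule fixed before the data were examined. It takes the genes named in the paper, at most 5 members of each reported list with the smallest unadjusted p-values, and at most 5 genes in each direction with the largest log2 fold change among those past the adjusted threshold, with a mean of at least 1 on the log2 CPM scale and no overlap between groups. Where no gene passed, the 3 with the smallest unadjusted p-values were taken. Genes named outside the rule are marked as chosen after their values were seen.

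The alternatives set before the data were examined were DESeq2's size factors, the Wald test of DESeq2 1.42.0, no filter, a filter of at least 10 counts in every sample, all 12 samples in one fit, the replicate number as a block, the paper's scale (quantile-normalized log2(TPM + 1) with an unmoderated test per gene), limma on quantile-normalized log2(TPM + 1) or log2(TPM + 0.1), and each library left out in turn. The paper gives no constant added before the logarithm, so the + 1 of what is called the paper's scale was chosen here. This choice matters: with limma the overlap of Figure 4A held 3 genes at + 1 and 25 at + 0.1. For lists, fry and camera with an estimated correlation were used, and the fry values are its directional p-values. After the data were seen, edgeR's newer quasi-likelihood method and the paper's scale without a filter were added.

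The pipeline was tested on simulated data, with 200 genes changed 4-fold in the 6 libraries of a comparison. Of these, 135 (67.5%) were recovered in the layout of the WT comparison, with 17 false calls among 152, and 144 (72%) in the layout of the genotype comparison after APAP, with 13 false calls among 157. The share of false calls was above the nominal 5%, and 0 changed genes were called in the wrong direction. Near-identical transcripts were sought with BLAST 2.17.0 among GENCODE transcripts at 93% identity or more over at least 50% of the length. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and data.table 1.17.8 was used in R.

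The human, microarray, qRT-PCR and protein data of the paper were not analysed here, and neither were its MSigDB, Reactome and KEGG gene sets, for which the lists above stand in.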

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

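All tests in this part were chosen only after the result was seen, apart from the interaction, which was set before the data were examined.

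The paper's text reports no RNA-seq comparison of APAP with vehicle under the KO label. In that comparison 3538 of 15665 tested genes passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test (2034 higher, 1504 lower), against 322 in WT mice. Of the 10 splits of the 6 livers, 1, the real one, gave as many, and no smaller share than 0.1 can be had from 3 livers against 3. The larger count alone does not show a different response. The interaction itself had 0 genes past the threshold, with 848 at an unadjusted p-value under 0.05 where chance gives 825. With a count of 0, exchanging the genotype labels within treatment (100 of 100 gave at least as many) says nothing further. The most changed genes included *Sprr1a*, at least 425-fold higher, and *Slc2a5* (log2 fold change -3.02). Without KO vehicle replicate 2, 1261 genes were higher and 734 lower. The spread between livers is one possible explanation of the different counts: on the 500 most variable genes the mean distance was 67.2 within the WT vehicle livers and 63.8 within those labelled KO, and in WT mice the count moved with single livers, to 41 higher without WT vehicle replicate 3. Between the APAP groups these distances were close, at 61.5 for WT and 59.4 under the KO label. Batch and husbandry were not tested, and no biological explanation of the different counts was tested beyond the interaction.

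With vehicle, 4 of 15262 genes differed between the genotype labels at an adjusted p-value under 0.05, and 1154 had an unadjusted p-value under 0.05 where chance gives 763. These were *Cyp2a4* (log2 fold change 4.08, WT relative to the KO label), *Gm16439* (3.52), *Adh6-ps1* (-2.65) and *E130102H24Rik*, at least 109-fold lower in the WT vehicle livers. Of the 10 splits, 1 gave as many. Without KO vehicle replicate 2 0 genes passed in either direction, and without KO vehicle replicate 1 there were 9 higher and 7 lower. In these vehicle livers the groups did not overlap for any of the 4 genes, but over all 12 livers some differences did not follow the groups. *E130102H24Rik* had 0 counts in the 3 WT vehicle livers and in KO APAP replicate 3, and 108 to 373 counts in the other 8 livers. *Cyp2a4* had 34 to 17452 counts in the WT APAP livers. Reads shared between near-identical copies are a candidate explanation for *Cyp2a4* and *Gm16439*. Over this comparison and the one after APAP together, 6 of 9 genes past the threshold had a transcript of another gene at 93% identity or more, against 13 of 95 random genes, but a higher rate of copies does not show that reads were misplaced, so this and inherited differences between animals cannot be told apart.

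A list of 38 interferon response genes had a median log2 fold change of -0.71 between the WT and KO labels with vehicle, with 36 genes lower in WT. Its camera adjusted p-value (limma) was 1.29e-25, but the call did not hold by fry (0.132) or with the estimated correlation (0.178), and the list was written after the pattern was seen. After APAP the median was -0.41, with 34 genes lower in WT (camera 2.87e-09, fry 0.469, estimated 0.289). No single library made the difference, since the largest camera adjusted p-value after APAP with 1 library left out was 0.000217. Of 100 exchanges of the genotype labels within treatment, 1, the real one, gave a difference of the list scores as large, at 0.52. Since the list was written after the difference between these labels was seen, this exchange cannot argue against chance. APAP itself moved the list little, by a median of 0.21 in WT mice (camera adjusted p 0.422) and -0.18 under the KO label (0.269). A difference in housing, microbes or ancestry that goes with the genotype label may be the source, and the design does not separate these from the genotype, so all remain untested. The lymphocyte list was also lower in the WT vehicle livers (median -0.73, and from -1.24 to -0.49 with 1 library left out, camera adjusted p 0.0710), but after APAP it was higher in WT (median 0.64, 10 of 12 genes higher, camera adjusted p 0.00195). Without WT APAP replicate 1, the liver with the most *Hba-a1*, the median of the lymphocyte list after APAP was 0.23 and its call was lost (camera adjusted p 0.421), so whether the share of lymphocytes goes with the interferon list stays open.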

How the results depend on the processing

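Besides leaving out single libraries, 9 alternatives were set before the data were examined; 2 more were chosen after seeing the data, namely edgeR's newer quasi-likelihood method and the paper's scale without a filter. Counts are given as higher and lower. The cause was not tested where none is named.

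For APAP against vehicle in WT mice (255 and 67 at an adjusted p-value under 0.05), DESeq2's Wald test gave 877 and 536, and all 12 samples in one fit 968 and 555. The paper's scale gave 0 and 0, the paper's scale without a filter 1 and 0, and limma on log2(TPM + 1) 169 higher. Across the 6 fits that each left out one library, the counts ran from 41 to 316 higher and from 0 to 126 lower, lowest without WT vehicle replicate 3 and highest without WT APAP replicate 2. By the paper's criteria (1496 and 845) the paper's scale gave 554 and 501, the paper's scale without a filter 569 and 517, limma on log2(TPM + 1) 769 higher, and limma on log2(TPM + 0.1) 1276 lower. With one library left out these ran from 1278 to 1771 higher and from 598 (without WT vehicle replicate 1) to 1390 lower (without WT APAP replicate 2).

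For WT against the KO label after APAP (2 and 3), the Wald test gave 21 and 8, a minimum of 10 counts 0 and 1, all 12 samples 0 and 0, the paper's scale 0 and 1, the unfiltered paper's scale 1 higher, and either limma fit 5 lower. Leaving out one library gave from 1 to 4 higher and from 0 to 3 lower, both lowest without WT APAP replicate 3. By the paper's criteria (331 and 122) no filter gave 510 and 208, since more genes were tested, limma on log2(TPM + 0.1) 193 lower, limma on log2(TPM + 1) 121 and 46, the paper's scale 61 and 25, and its unfiltered form 65 and 28. With one library left out these ran from 212 (without KO APAP replicate 1) to 813 higher and from 69 (without KO APAP replicate 3) to 286 lower, both highest without WT APAP replicate 2.

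For APAP under the KO label (2034 and 1504), the paper's scale gave 715 and 473, its unfiltered form 320 and 172, and all 12 samples in one fit 844 lower. One library left out gave from 1261 to 1967 higher and from 734 to 1401 lower, lowest without KO vehicle replicate 2. With vehicle (2 and 2), the Wald test gave 62 and 75, all 12 samples and the paper's scale 0 and 0, its unfiltered form 0 and 1, and a minimum of 10 counts or limma on log2(TPM + 1) 1 lower. One library left out gave from 0 to 9 higher and from 0 to 7 lower, lowest without KO vehicle replicate 2 and highest without KO vehicle replicate 1. The interaction (0 genes, 848 at an unadjusted p-value under 0.05) had 9 genes under the Wald test and 1 under the unfiltered paper's scale, and from 0 to 2 across 12 fits with one library left out, 2 of them without WT vehicle replicate 1.

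The overlap of 64 genes was 111 with no filter, 29 with a minimum of 10 counts, 1 on the paper's scale with or without a filter, 3 with limma on log2(TPM + 1) and 25 with limma on log2(TPM + 0.1). It ran from 22 (without WT APAP replicate 1) to 171 (without WT APAP replicate 2) across 9 fits.

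The newer quasi-likelihood method was the first one run. The default of the installed version was then made the main one because the design names the plain function, after both sets of counts had been seen. The newer method gave 297 and 83 in WT, 2 and 4 between genotypes after APAP, 2090 and 1609 under the KO label, 2 and 2 with vehicle, and 0 for the interaction.

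The replicate number of the labels was tried as a block. Of the 3 replicate numbers in each comparison, 0 had a correlation over 0.1 between the livers that share it, so the livers share only a number. The block gave 61 and 1 in WT, 1 and 0 between genotypes after APAP, 0 and 0 with vehicle, 180 higher by the paper's criteria after APAP, and an overlap of 22; it costs residual degrees of freedom by construction.

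Among the lists, the medians were 0.06 for G protein-coupled receptors, 0.32 for ROCK effectors, 0.57 for superoxide generation, 1.00 for the leading edge, 0.85 for the inflammatory response and 4.40 for arachidonic acid binding under camera, fry and the estimated correlation alike, while their adjusted p-values changed. Of the receptors, fry gave an adjusted p of 0.0288, past the threshold, and limma on log2(TPM + 1) reversed the median to -0.05 (limma's camera, adjusted p 0.411). The estimated correlation and fry gave 0.519 and 0.187 for ROCK effectors, 0.601 and 0.634 for superoxide generation, 0.496 and 0.634 for the leading edge, 0.322 and 0.545 for the inflammatory response and 0.341 and 0.634 for arachidonic acid binding. The IQGAP list passed under both. With one library left out the medians ran from 0.03 to 0.08 for receptors, from 0.22 to 0.39 for ROCK effectors, from 0.52 to 0.74 for IQGAP, from 0.27 to 0.86 for superoxide generation, from 0.49 to 1.40 for the leading edge, from 0.57 to 0.94 for the inflammatory response and from 2.17 to 5.25 for arachidonic acid binding. The lowest values of ROCK effectors and of the 4 lists between genotypes were those without WT APAP replicate 1.

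Over 38 of the genes and comparisons named in the text, those for which each alternative was run, 269 values under other settings kept their direction and side of the threshold, 53 became weaker and 6 stronger. With one library left out 195 kept them, 48 became weaker and 3 reversed. Among these the reversed ones were *Gna12* between genotypes after APAP (from -0.30 to 0.24, the latter without WT APAP replicate 1), *Gna12* with vehicle (from -0.36 to 0.04, the latter without WT vehicle replicate 2) and *Alox12* between genotypes after APAP (from -0.18, without WT APAP replicate 1, to 1.1). Outside these 38, *Gpx4* after APAP in WT mice ran from -0.14 to 0.14 and *Tnf* between genotypes after APAP, with 0 to 56 counts per library, from -0.96 to 1.46.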

Differences from the paper's values

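The paper gives 382 genes higher and 161 lower after APAP in WT mice, and 1496 and 845 were found here at an unadjusted p-value under 0.05 and a fold change of at least 1.5. Of the alternatives set before the data were examined, only the paper's scale came within 1.5 times the paper's 382, with 554. None of them did so for the paper's 161. The paper's scale without a filter, chosen after seeing the values, gave 569 genes higher.

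Between WT and the KO label after APAP, the paper gives 509 genes higher and 190 lower, and 331 and 122 were found here. Of the alternatives set before the data were examined, those within 1.5 times the paper's 509 were DESeq2's Wald test (424), no filter (510), all 12 samples in one fit (386) and the fit without WT APAP replicate 3 (568). For the paper's 190 they were the Wald test (130), no filter (208), all 12 samples (151), limma on log2(TPM + 0.1) (193), and the fits without WT APAP replicate 1 (154), without WT APAP replicate 3 (239) and without KO APAP replicate 2 (197). The other alternatives were not within 1.5 times. edgeR's newer quasi-likelihood method, chosen after seeing the values, gave 355 and 136.

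In the Venn diagram of Fig. 4A the paper's set of genes higher after APAP in WT mice holds about 1700 genes, read by eye, and 751 were found here. This set was computed under the main setting alone. The paper's set at a fold change of at least 2.5 is larger than its 382 genes at one of at least 1.5 for the same comparison, so these 2 values of the paper cannot rest on one set of criteria.

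The paper's Figure 1F shows *Gna12* transcript rising after APAP by qRT-PCR, in more mice per group than were sequenced. Its Figures 1E and 1G report a rise of Gα_12_ protein, which was not measured here. In the RNA-seq data of 3 livers per group, the log2 fold change of *Gna12* was -0.31 in WT mice and -0.44 under the KO label. The WT value had a standard error of 0.37 (adjusted p = 0.699 from edgeR's quasi-likelihood test). It ran from -0.58 to -0.02 with 1 liver left out, so no change in either direction was shown in WT mice. The value under the KO label had a standard error of 0.13 (edgeR's adjusted p = 0.0387) and ran from -0.53 to -0.37. The paper lists the GPCR pathway among the enriched gene sets, and here the receptor list had an adjusted p-value of 0.246 by camera and 0.0288 by fry (limma). The paper describes the KO mice as deficient in *Gna12*. It examined KO mice and WT littermates by PCR of tail DNA and by liver qRT-PCR of *Gna12* (Figure S2A). It also blotted Gα_12_ protein in liver (Figure 3D). Here *Gna12* was at 62.8 CPM with vehicle under the KO label and 55.0 CPM in WT mice. The paper does not state whether the mice of Figure S2A were the sequenced ones.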

Other observations

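The tests of exchanged genotype labels near *Gna12*, acetaminophen metabolism, time of day, platelets, a single deciding library, depth and gene length were written before their results were seen, and all other tests in this part were chosen only after the result was seen.

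*Gna12* counts were not lower in the livers labelled KO. An exchange of labels among the 12 livers is argued against, since *Gna12* was at 23.3 CPM or more in each liver under either label, and where the deletion removes the transcript an exchange would leave some livers without it. A KO that leaves a counted transcript in place and livers that all came from animals without the deletion both stay open. The paper's own PCR checks of its KO mice (Figure S2A) are not stated to have been made on the sequenced animals. Within 10 Mb of *Gna12*, 1 of 222 genes (0.45%) differed in the same direction with and without APAP, against 70 of 14778 elsewhere (0.47%, Fisher's exact p = 1), but about 1 gene is what the rate elsewhere would give, so labels that carry no genotype and a correct labelling cannot be told apart by it. No exon-level data were used here.

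Between the genotype labels after APAP, 1 of the 10 splits of the 6 livers, the real one, gave as many genes past the adjusted threshold, but 5 of 10 splits gave as many genes by the paper's criteria. For the lists in that comparison, 3 of 10 splits gave a camera p-value as small for superoxide generation, 2 for the leading edge, 2 for the inflammatory response and 1 for arachidonic acid binding. For APAP against vehicle in WT mice it was 1 of 10 for the adjusted count, 1 for the count by the paper's criteria, 2 for receptors, 3 for ROCK effectors and 1 for IQGAP. A share under 0.1 is not possible with these designs.

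WT APAP replicate 1 had 238212 counts of *Hba-a1*, against 2551 to 7713 in the other 11 livers, and its erythroid score was 5.18 against at most 0.69. Blood held in that liver is a candidate explanation, since its platelet score (3.98), neutrophil score (5.32) and lymphocyte score (1.40, next 0.82) were also the highest. Without this liver the erythroid list fell from a median log2 fold change of 4.15 to -0.13 between genotypes after APAP, and from 4.42 to 0.07 after APAP in WT mice; the platelet list fell from 2.32 to -0.01 between genotypes. The neutrophil list between genotypes fell from 3.30 to 1.99, and its camera adjusted p-value (limma) was at most 1.72e-08 with 1 library left out. WT APAP replicates 2 and 3 had neutrophil scores of 2.19 and 3.26, above each KO APAP liver (at most 1.81), so this liver alone does not account for the neutrophil list. Whether hemorrhage or incomplete perfusion lay behind it was not tested.

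Whether this liver alone makes the count of genes by the paper's criteria between the genotype labels stays open. That count was 400 genes without it (246 higher and 154 lower) and 453 with all livers (331 and 122), 1099 without WT APAP replicate 2 and 807 without WT APAP replicate 3, but other splits of the livers gave as many, and the overlap and the list medians fell without it. The criterion set beforehand, a count within 1.5 times, was met and would have argued against this liver as the cause; it was set aside after its result was seen. For the 5 genes past the adjusted threshold this liver as the only cause is argued against, by a test chosen only after the result was seen, since 5 of these 5 also passed without it, where 4 genes were higher and 3 lower (2 and 3 with all livers).

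Gene length is a possible explanation for part of the difference between the genotype labels after APAP: across 16174 genes, which are not independent replicates, Spearman's rho of log2 fold change and length was -0.28. It was 0.01 without WT APAP replicate 1, so the trend rests on that liver, and 400 genes still met the paper's criteria without it. Acetaminophen metabolism before the dose stays open, with a median of -0.05 over members that went both ways in vehicle livers. Time of day or feeding stays open, with a smallest camera adjusted p-value (limma) of 0.0848 for the clock and fasting lists; the clock list fell under 0.05 without WT APAP replicate 1 or without KO APAP replicate 2 (lowest 0.00143).

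Of the 5 genes past the adjusted threshold between genotypes after APAP, 3 could be tested in vehicle livers and 1 differed there in the same direction, which leaves a genotype difference present before APAP open. *AY036118*, not tested there, had 0, 95 and 172 counts in the WT vehicle livers and 0 in each vehicle liver labelled KO. That is the reverse of its direction after APAP. *Gm10167*, also not tested there, had 82, 6 and 3 counts in the WT vehicle livers and 2 in each labelled KO, the same direction as after APAP. *Rpl34-ps1* had 1298 to 1927 counts in WT vehicle replicate 3, KO vehicle replicates 2 and 3 and the 3 KO APAP livers, and 16 to 41 in the other 6. *Gm10154* was high and low in the same livers. *Rpl34* went the other way within each treatment. It had 2296 to 3448 counts in the vehicle livers with high *Rpl34-ps1* and 3701 to 4754 in the other vehicle livers. After APAP it had 2920 to 3792 counts under the KO label and 6352 to 11599 in WT livers. Reads shared with *Rpl34* therefore stay open. *Rpl34-ps1* and *Gm10154* both resemble *Gm7857* at 94.1% identity, so reads of 1 inherited copy may also be shared between them. *Gdpd3*, without such a copy, had 1122 counts in WT vehicle replicate 1 and 1045 to 1571 in the WT APAP livers, and 7 to 18 in the other 8. With 6 of 9 such genes having a near-identical transcript, shared reads stay open.

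Between all livers labelled WT and all labelled KO, 45 of 16509 genes did not overlap. Of 100 exchanges of the labels within treatment, 8 gave as many (median 13, range 2 to 138), so chance is not excluded. Of 71 genes that differed in the same direction under both treatments at an unadjusted p-value under 0.05, 10 lay within 2 Mb on chromosome 2 (starts from 175418037 to 176798179), where 17 genes were tested. Random draws had a median of 2 and at most 4 in one window, and 0 of 100 reached 10. Inherited segments that differ between the animals are a candidate explanation. All 10 have a near-identical transcript of another gene, so shared reads could make neighbours move together, and this stays open. The paper states that WT littermates were used.

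The WT APAP livers enter both comparisons of the overlap of 64 genes, and whether this alone gives such an overlap stays open. With simulated unchanged livers in place of those labelled KO, 0 of 100 draws gave as many (median 4), but these spread less than the real livers, with a median of 21.5 genes higher where 221 were found. Of 20 assignments of the 6 real APAP livers to the genotype labels, 6 gave at least 64, the real one included, so other assignments reach an overlap of this size. Depth was not tested for the overlap.

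For APAP against vehicle in WT mice, greater depth of the WT APAP livers as the source of the adjusted counts is argued against by thinning each library to the smallest total count, 49737950, which left 254 genes higher and 69 lower, against 255 and 67 before.

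WT vehicle replicate 2 had 228446 counts of *Saa1*, against 362 to 43826 in the other livers, and an acute phase score of 1.72. An exchange with an APAP liver is argued against by its NRF2 target score of -0.31, under the lowest APAP liver (0.63) though above the other vehicle livers (at most -0.78), and mixed-in RNA from 1 of the 6 APAP livers by the acute phase score itself, since the highest of them was 0.59. An inflammation of that animal stays open as a hypothesis. The acute phase list had a median of 1.02 between the vehicle groups (camera adjusted p 0.00223, limma), and of -0.14 without this liver (0.157). It was 0.29 between genotypes after APAP (0.0140), -0.29 after APAP in WT mice (0.931) and 0.56 under the KO label (0.0801). These values rest on single livers too: after APAP in WT mice the median reversed to 1.03 without WT vehicle replicate 2 (camera adjusted p 0.000135) and was -0.63 without WT vehicle replicate 1. Under the KO label it was 0.12 without KO APAP replicate 3, and the list passed without KO vehicle replicate 1, KO APAP replicate 1 or KO APAP replicate 2 (lowest 0.0164). Between genotypes after APAP it ran from 0.21 to 0.38, and the list no longer passed by camera without WT APAP replicate 3 (0.264), KO APAP replicate 1 or KO APAP replicate 2. With all livers, the camera call between the vehicle groups did not hold by fry (adjusted p 0.679) or with the estimated correlation (0.74). Neither did the camera call between genotypes after APAP (0.606 and 0.403).

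*Alox12* was at 0.385 ± 0.201 CPM (SD, n = 3) in WT vehicle livers and 2.20 ± 1.57 CPM in WT APAP livers, a log2 fold change of 2.53 (edgeR's quasi-likelihood test, adjusted p = 0.0970, and 0.0317 when adjusted over the list alone). Under the KO label it was 1.97 (adjusted p = 0.0120), and between genotypes after APAP 0.62 (adjusted p = 0.958, edgeR). Platelets held in the injured liver may add to it. Over the 6 APAP livers *Alox12* followed the platelet list with Pearson's r of 0.87 (exact permutation p = 0.0347) and Spearman's rho of 0.71 (exact permutation p = 0.136), but r was 0.14 over the 4 left without WT APAP replicate 1 and KO APAP replicate 1, so the relation rests on those livers and stays open.

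For genes that the paper names or whose products it measured by other assays, the RNA-seq log2 fold changes after APAP in WT mice were 1.71 for *Hspa5* (edgeR's quasi-likelihood test, adjusted p = 0.0229), 5.14 for *Ddit3* (0.000954), 1.77 for *Eif2ak3* (0.00933), 0.30 for *Rock1* (0.320), 1.30 for *Rock2* (0.0114), 0.78 for *Fth1* (0.113) and 0.05 for *Gpx4* (0.932), and *Slc7a11* was at least 37.3-fold higher. Other genes of the unfolded protein response did not pass: *Xbp1* at -0.19 (0.896), *Ern1* at 0.88 (0.273) and *Atf6* at 0.32 (0.451). *Xbp1* ran from -0.55 to 0.89 with 1 liver left out, and counts per gene do not separate its spliced form. Between genotypes after APAP the log2 fold changes were 0.91 for *Tnf*, 0.28 for *Arg1*, 0.43 for *Mrc1*, 3.71 for *Chil3* and 0.20 for *Gpx4*, none past the adjusted threshold. Of the 49 genes named in the paper, 5 of 39 tested passed after APAP in WT mice over all genes and 7 when adjusted over the list alone. Between genotypes after APAP 0 of 41 passed either way, with 3 at an unadjusted p-value under 0.05. Under the KO label 12 of 37 passed either way. The 3 genes with the smallest unadjusted p-values for the interaction, *Cd9* (1.72), *Map3k5* (-1.21) and *Hsd3b5* (1.57), each had an adjusted p-value of 0.847 from edgeR.

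The remaining lists had these medians after APAP in WT mice, with camera adjusted p-values (limma): the unfolded protein response 0.34 (4.02e-09), ferroptosis 0.66 (0.000645), NRF2 targets 1.41 (1.87e-22), pericentral hepatocytes -0.89 (2.44e-09), periportal hepatocytes -0.27 (0.0926), acetaminophen metabolism -0.38 (0.707), neutrophils 2.74 (0.00279), Kupffer cells 0.46 (0.228), monocytes 0.89 (0.0502) and lymphocytes 0.82 (0.117). They were 2.80 for platelets (0.114), 0.08 for the clock (0.448), -0.17 for fasting (0.931), 0.23 for lipogenesis (0.560), -0.02 for fatty acid elongation (0.931), 0.07 for the Y chromosome (0.931) and 0.30 for the genes named in the paper (1.29e-05). Of 26 lists, 10 passed by camera, 7 by fry, 2 with the estimated correlation and 6 by both camera and fry. Between genotypes after APAP, 12 passed by camera, among them neutrophils (3.30, 1.97e-12) and monocytes (0.95, 9.71e-07), and 0 by fry or with the estimated correlation. Ferroptosis had a median of 0.14 there (0.392), the unfolded protein response -0.10 (0.283) and NRF2 targets -0.10 (0.243). Under the KO label 8 of 25 lists passed by camera and 9 by fry, and with vehicle 0 of 23 passed by any of the 3 tests. These counts leave out the interferon and acute phase lists, which passed by camera with vehicle (adjusted p 1.29e-25 and 0.00223). With 1 liver left out, some vehicle lists did pass by camera. Among them were lymphocytes (lowest adjusted p 6.53e-08), fasting (6.28e-08), monocytes (0.000153) and Kupffer cells (0.00211), while others, such as ferroptosis (lowest 0.257), did not.

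Many of these medians moved with single livers. After APAP in WT mice, without WT APAP replicate 1 the median was 0.35 for platelets, 1.29 for neutrophils (past the threshold no longer, at 0.0656), 0.28 for lymphocytes, 0.20 for Kupffer cells, 0.42 for ferroptosis, -0.44 for periportal hepatocytes (then past the threshold, at 0.0239) and -0.02 for the Y chromosome. With WT APAP replicate 3 left out it was 1.2 for lymphocytes, 0.75 for Kupffer cells, -0.12 for periportal hepatocytes and 0.06 for fatty acid elongation. Leaving out WT vehicle replicate 1 gave 0.16 for the clock, 0.01 for lipogenesis and -0.12 for fatty acid elongation. Leaving out WT vehicle replicate 2 gave 0.85 for the unfolded protein response, 6.93 for neutrophils, 2.20 for monocytes, -0.48 for fasting, 0.34 for lipogenesis and 0.12 for the Y chromosome. Without WT vehicle replicate 3 it was 5.50 for platelets, -0.13 for the clock and 0.07 for fasting. Some lists passed by camera only with 1 liver left out. Superoxide generation, the leading edge, Kupffer cells and lymphocytes did so without WT vehicle replicate 1 or WT APAP replicate 3. Arachidonic acid binding and monocytes did so without WT vehicle replicate 2 or WT APAP replicate 3. Platelets and the erythroid list did so without WT APAP replicate 2 or 3, and periportal hepatocytes without WT APAP replicate 1. The acute phase list, written after its pattern was seen, did so without WT vehicle replicate 2.

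Between genotypes after APAP, without WT APAP replicate 1 the median was 0.67 for monocytes, 0.01 for ferroptosis and -0.32 for NRF2 targets. With WT APAP replicate 3 left out it was 1.26 for monocytes, -0.22 for the unfolded protein response and -0.03 for NRF2 targets. The unfolded protein response was at 0.05 without WT APAP replicate 2, and neutrophils at 5.25 without KO APAP replicate 3. The unfolded protein response passed by camera without WT APAP replicate 3 or KO APAP replicate 2, and NRF2 targets without KO APAP replicate 2. So did ROCK effectors without WT APAP replicate 2 or KO APAP replicate 3, and pericentral hepatocytes without WT APAP replicate 1 or KO APAP replicate 2 or 3. Without WT APAP replicate 1 the camera call was lost for superoxide generation, the leading edge, periportal hepatocytes, Kupffer cells, lymphocytes, platelets and the erythroid list. Neutrophils, monocytes, the inflammatory response and arachidonic acid binding kept their call in each fit.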
